# Helveticoside is a biologically active component of the seed extract of *Descurainia sophia* and induces reciprocal gene regulation in A549 human lung cancer cells

**DOI:** 10.1186/s12864-015-1918-1

**Published:** 2015-09-18

**Authors:** Bu-Yeo Kim, Jun Lee, No Soo Kim

**Keywords:** Connectivity map, *Descurainia sophia*, Helveticoside, Microarray, Reciprocal regulation

## Abstract

**Background:**

Although the pharmacological activities of the seed extract of *Descurainia sophia* have been proven to be useful against cough, asthma, and edema, the biologically active components, particularly at the molecular level, remain elusive. Therefore, we aimed to identify the active component of an ethanol extract of *D. sophia* seeds (EEDS) by applying a systematic genomic approach.

**Results:**

After treatment with EEDS, the dose-dependently expressed genes in A549 cells were used to query the Connectivity map to determine which small molecules could closely mimic EEDS in terms of whole gene expression. Gene ontology and pathway analyses were also performed to identify the functional involvement of the drug responsive genes. In addition, interaction network and enrichment map assays were implemented to measure the functional network structure of the drug-responsive genes. A Connectivity map analysis of differentially expressed genes resulted in the discovery of helveticoside as a candidate drug that induces a similar gene expression pattern to EEDS. We identified the presence of helveticoside in EEDS and determined that helveticoside was responsible for the dose-dependent gene expression induced by EEDS. Gene ontology and pathway analyses revealed that the metabolism and signaling processes in A549 cells were reciprocally regulated by helveticoside and inter-connected as functional modules. Additionally, in an ontological network analysis, diverse cancer type-related genes were found to be associated with the biological functions regulated by helveticoside.

**Conclusions:**

Using bioinformatic analyses, we confirmed that helveticoside is a biologically active component of EEDS that induces reciprocal regulation of metabolism and signaling processes. Our approach may provide novel insights to the herbal research field for identifying biologically active components from extracts.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1918-1) contains supplementary material, which is available to authorized users.

## Background

*Descurainia sophia* (L.) Webb ex Prantl., also known as Flixweed, belongs to the family Brassicaceae, which is also called Cruciferae. Traditionally, the seeds of *D. sophia* have been used to treat various ailments, including cough, asthma, and edema. We previously isolated diverse compounds showing cytotoxic and anti-inflammatory activities, including glycosides, from the seeds of *D. sophia* [1]. Our previous results are consistent with other reports that *D. sophia* possesses biologically active secondary metabolites, such as cardiac glycosides [2], sulfur glycosides [3], nor-lignan [4], and lactones [5]. We demonstrated that treatment with EEDS up- or down-regulates diverse genes that are closely associated with numerous genome-wide biological functions [6]. However, despite the therapeutic constituents that have been identified thus far in EEDS, the pharmacological effects of EEDS have not been well-characterized, particularly on the molecular level, largely due to the chemical complexity of EEDS.

The difficulty of elucidating molecular mechanisms is a common problem in herbal extract research and significantly influences the course of novel drug development from herbal extracts. The application of genomic and bioinformatic approaches could greatly reduce the time and effort required to identify the mechanisms of pharmacologically active candidate molecules. Therefore, in the present study, we used the Connectivity map, a comprehensive database for chemical genomic information, to identify the biologically active components of EEDS and elucidate its putative pharmacological activity. Genomic expression profiles and network analyses were also applied to identify global regulatory mechanisms.

## Methods

### Preparation of EEDS

Dried seeds of *D. sophia* were commercially obtained from the Kwangmyungdang Medicinal Herbs Co. (Ulsan, Republic of Korea) and identified by Dr. Go Ya Choi at the Korea Institute of Oriental Medicine (KIOM), Daejeon, Republic of Korea. A voucher specimen (KIOM-CRC-5) was deposited at the Cancer Research Center, Herbal Medicine Research Division, KIOM. EEDS was prepared as described in our previous report [6]. EEDS was dissolved in 100 % dimethyl sulfoxide (DMSO, Sigma, St Louis, MO, U.S.A.) at a concentration of 20 mg/mL and stored at −80 °C for further studies.

### Purification of helveticoside from EEDS

Helveticoside, isoquercitrin, quercetin 3-*O-α*-_L_-rhamnopyranosyl-(1 → 2)-*α*-_L_-arabinopyranose, isorhamnetin-3-*O-β*-_D_-glucopyranoside, and drabanemoroside were isolated from EEDS using a chromatographic method and identified by NMR studies as described in our previous study [1].

### Ultra high performance liquid chromatography (UHPLC) analysis

UHPLC analysis was performed using an Agilent UHPLC system (1290 Infinity, Waldbronn, Germany) consisting of a binary pump VL (G4220B), a diode array detector (G4212A, DAD), a sampler (G4226A), a thermostatted column compartment (G1316A), and a thermostat (G1330B). The system was operated by OpenLAB CDS (ChemStation Edition) software (Agilent Technologies, Santa Clara, CA, USA). HPLC grade acetonitrile, methanol, acetic acid (J.T. Baker, Center Valley, PA, USA), and ultrapure water (Millipore RiOs & Milli-Q-Gradient water purification system, Millipore, Bedford, MA, USA) were used for the analyses. A Kinetex C18 column (50 × 2.1 mm, id, 1.7 *μ*m, Agilent) with a mobile phase consisting of acetonitrile and 0.1 % acetic acid in water was used. The mobile phase gradient elution was programmed as follows: acetonitrile 1–5 % (0–7 min), 5–20 % (7–27 min), and 20–60 % (27–40 min). The flow rate of the mobile phase was set to 0.3 mL/min. The sample injection volume was set to 2.0 *μ*L. The column temperature was maintained at 40 °C, and the UV detector was set to 254 and 220 nm. The sample solutions for the UHPLC analyses, including the EEDS (2,000 μg/mL, 80 % methanol), ethyl acetate (EtOAc) fraction (2,000 μg/mL, 100 % methanol), and helveticoside (100 μg/mL 100 % methanol) were filtered (Millex-FG 0.2  μ m, Millipore) prior to the injections.

### Cell culture

A549 human lung cancer cells were directly obtained from the American Type Culture Collection (ATCC, CCL-185, Manassas, VA, USA). Authentication of the cell line was done using a short tandem repeat analysis by Korean Cell Line Bank (Seoul National University College of Medicine, Seoul, Republic of Korea). The cells were grown in RPMI1640 supplemented with 10 % (v/v) fetal bovine serum, 100 U/mL penicillin, and 100 μg/mL streptomycin in 5 % CO_2_ humidified air at 37 °C. All the supplements and basal media used for the cell cultures were purchased from Invitrogen (Carlsbad, CA, USA).

### Microarray experiment

One day before drug treatment A549 cells were seeded and cultured on 100 mm dishes. Next, cells were exposed to increasing concentrations of EEDS (0–20 μg/mL) or helveticoside (0–60 nM) for 24 h. Total RNA was prepared from A549 cells using the Easy-SpinTM total RNA extraction kit (iNtRON Biotechnology, Seoul, Republic of Korea) following the manufacturer’s instructions. The RNA quality was determined using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Only those samples with an RNA integrity number (RIN) greater than 7.0 were included in the microarray analysis. The equal amounts of RNAs from triplicate experiments were pooled to exclude experimental bias. The total RNA was amplified and labeled using a Low RNA Input Linear Amplification kit PLUS (Agilent Technologies, Santa Clara, CA, USA) and then hybridized to a microarray (Agilent Human whole genome 44 K, Agilent Technologies) containing approximately 44,000 probes (approximately 21,600 unique genes) in accordance with the manufacturer’s instructions. The arrays were scanned using an Agilent DNA Microarray Scanner. The dataset is available online at the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo) under the ID number GSE65413.

### Dose-dependent microarray analyses

The raw signal intensities were extracted from the arrays using Agilent Feature Extraction Software (Agilent Technologies). Only those array elements with signal intensities 1.4-fold higher than the local background were selected and normalized using the quantile method [7]. The ratios from duplicated spots were averaged. The expression ratios were hierarchically clustered with the average linkage method of the Gene Cluster 3.0 program (http://www.eisenlab.org/eisen/). For the identification of dose-dependent patterns of gene expression, the Short Time- series Expression Miner (STEM) program was used. Although STEM was developed for the time series analysis of microarrays, STEM can be applied for the identification of gene expression patterns from non-time-series microarrays [6]. The statistical significance of the resultant expression patterns were calculated as false discovery rates (FDRs) using 1,000 random permutations [8].

### Connectivity map

The dose-dependent genes that were up- or down-regulated in A549 cells after treatment with EEDS or helveticoside were used as up- and down-tags, respectively, for querying the Connectivity map 02 (http://www.broadinstitute.org/cmap/), which is composed of reference microarray data of 6,100 samples from diverse pharmaceutical substances, to perform non-parametric and rank-based pattern-matching algorithms based on the Kolmogorov-Smirnov statistic [9]. The list of genes used for the Connectivity map analysis is shown in Additional file 1 for EEDS and Additional file 2 for helveticoside. The query signature was compared to each rank-ordered list of reference microarray data to determine whether the up- and down-tags tended to appear near the top or bottom of the list, respectively, which yielded a connectivity score for each reference microarray. The statistical significance was then computed based on permutation.

### Gene ontology (GO) and pathway analyses

The Functional Annotation Tool of Database for Annotation, Visualization and Integrated Discovery (DAVID) was used for the identification of enriched GO terms and pathways using the dose-dependently expressed genes, and *p*-values were calculated using the modified Fisher’s exact test and adjusted using the Benjamini-Hochberg procedure [10]. To construct the functional network composed of non-redundant subsets of GO terms, the Reduce and Visualize Gene Ontology (REVIGO) program was used for the significantly enriched GO terms, and the distance between GO terms was based on semantic similarity [11].

For Network Ontology Analysis (NOA), we used a novel GO functional enrichment method (http://app.aporc.org/NOA), which was previously published for the network analysis by considering molecular interaction among gene products [12]. List of interacted genes from the network was used as an input in NOA.

For a systematic pathway analysis allowing for signaling pathway topology, we conducted a Signaling Pathway Impact Analysis (SPIA) in which a pathway is randomly bootstrapped 3,000 times to calculate two statistical values, namely P_NDE_ and P_PERT_, which represent the over‐representation of the input genes in a pathway and the abnormal perturbation of a specific pathway, respectively. Subsequently, the global *p*-value (P_G_) was calculated from P_NDE_ and P_PERT_ for the selection of significant pathways with multiple adjustments (P_GFDR_) [13].

To measure pathway activity, we linearly combined the logarithmic expression values of the genes in each pathway using a weight of −1 for repressors to account for the accumulative effect of all the genes in a pathway. The measured values were divided by the size of the pathway [14]. The statistical significance of the measured activity was estimated using a random permutation-based method (*n* = 1,000) in which the FDR was determined by comparing the original activity value with randomly permutated values [15]. The pathway information was obtained from the Kyoto Encyclopedia of Genes and Genomes (KEGG, http://www.genome.jp/kegg/) database.

### Functional network

A functional interaction network based on individual genes was constructed using the Reactome FI network Cytoscape plugin application (http://www.reactome.org/), which utilizes a database (2013 version) of protein-protein interactions, gene co-expression, protein domain interactions, GO annotations, and text-mined protein interactions [16]. Using the dose-dependently regulated genes with at least two-fold variation as the input, a Markov Cluster Algorithm (MCA) with a default inflation parameter of 5.0 was implemented using the Reactome FI program to cluster the networks. After the MCA step, the modules were selected by applying a default size of *n* = 7 and an average Pearson correlation coefficient of 0.8. The associations of the modules and GO terms were then measured using the REVIGO application [11].

The GO term network structure was also visualized using the Enrichment Map plugin for Cytoscape (http://baderlab.org/Software/EnrichmentMap/), wherein the connections between GO terms are based on the common genes of GO terms [17]. The results from the GO enrichment analysis from DAVID were used as inputs with the parameters *p*-value < 0.001, and default settings (FDR q-value < 0.1 and similarity coefficient cutoff of 0.5). For the implications of the cancer-related genes with enriched GO terms, known cancer genes were obtained from the DiseaseHub database (http://zldev.ccbr.utoronto.ca/~ddong/diseaseHub/), which provides a collection of disease-related genes from various databases, such as Online Mendelian Inheritance in Man (OMIM), Genetic Association Database (GAD), Human Gene Mutation Database (HGMD), Pharmacogenomics Knowledge Base (PharmGKB), Cancer Genome Project (CGP), and Genome Wide Association Studies (GWAS).

## Results

### Connectivity map for the effect of EEDS on A549 human lung cancer cells

We previously observed that EEDS treatment induced two major patterns of gene expression in A549 human lung cancer cells [6]. One pattern was composed of dose-dependently down-regulated genes, and the other pattern was composed of dose-dependently up-regulated genes. The former pattern was primarily involved in metabolic processes, and the latter pattern was primarily involved in signaling processes. However, the pharmacological activity of EEDS could not be clearly identified from this simple gene expression analysis. One way to connect the gene expression results to the potential pharmacology of EEDS would be to compare the gene expression pattern of EEDS to those of the vast majority of drugs with well-known chemical structures and pharmacology. Therefore, we utilized the Connectivity map of microarray data from cultured human cells treated with bioactive small molecules [9]. Fig. 1a shows the top-ranked drugs (ordered by increasing permuted *p*-values) with the most similar expression patterns to EEDS, as determined through an enrichment analysis of the Connectivity map, and helveticoside was ranked highest. 

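A549 is an established cell line from a human lung carcinoma, and EEDS is the ethanol extract of D. sophia seeds. For the gene expression experiment, A549 cells were exposed to the vehicle or to 1.25, 5 or 20 μg/mL EEDS. The paper gives an exposure of 24 h for the arrays, whereas the sample labels give 48 h. Equal amounts of RNA from 3 cultures were pooled for each condition and hybridized to an Agilent whole human genome array with a single dye, so the EEDS series held 4 arrays and 1 array per dose. There were no replicates of a dose, and the number of arrays limits the precision of every value. The authors deposited the scanner software's intensity for each of 44495 spots per array, of which 43118 belonged to probes. The median signal of the probe spots was 182 on the vehicle control and 214, 186 and 199 at 1.25, 5 and 20 μg/mL, over a median local background of 27 to 28. No probe spot was saturated, and 246 to 331 probe spots per array were left out because the scanner software called them outliers. By the paper's limit of 1.4 times the local background, 97.6% to 98.8% of the probes were detected on an EEDS array, while the scanner software called 63.3% to 64.9% well above background. Among the probes with 5 or more usable spots on an array, the median SD between spots was 0.06 on the log2 scale, which covers the error within an array only. The background-corrected signal of the scanner software was averaged over the spots of a probe, quantile-normalized over the EEDS and helveticoside arrays together (8 arrays) and put on the log2 scale. Of 34127 probes, 24824 were matched to 19053 genes of the GRCh38.p14 annotation, which was used for names only, and the probe with the highest mean signal stood for its gene. Of a named gene that was not well above background on either the treated or the control array, only a bound is given. It sets the brighter array against the higher of the gene's own signal and the lowest signal of a probe well above background on the dimmer array. Counts, correlations and list means use the ratios of all genes kept, dim ones included, unless stated otherwise.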

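At 20 μg/mL EEDS, 634 of 18984 genes were more than 4-fold higher than on the vehicle control and 833 were more than 4-fold lower. With each array scaled to its 75th percentile instead of quantile normalization, the numbers were 601 and 1314. This scaling moved the median log2 ratio of all genes to -0.19, -0.21 and -0.36 at the rising doses of EEDS. The alternative that moved the counts most used the signal as scanned, with no background subtracted, and gave 286 and 321 genes. Among the 11489 genes well above background on all arrays, a restriction chosen after the data were seen, 352 were more than 4-fold higher and 465 more than 4-fold lower. Of the genes well above background on both arrays, EGR1 (early growth response 1) rose most, with a log2 ratio of 0.97, 3.85 and 9.94 at 1.25, 5 and 20 μg/mL. FOSB followed with 8.24 at 20 μg/mL, ATF3 with 7.02, PPP1R15A with 5.86 and CXCL8 with 5.52. KAT14 fell most, with a log2 ratio of -1.37, -3.04 and -6.30 at the rising doses, followed at 20 μg/mL by HLA-DMB (-5.92), SCARA5 (-5.59), RIMBP3 (-5.09) and HOXB13 (-5.00). EGR2 was not well above background on the control and was at least 71.9-fold higher at 20 μg/mL, and LTB was at least 27.5-fold higher. DACT2, BAAT and CBR3 were not well above background at 20 μg/mL and were at least 20.3-fold, 24.2-fold and 23.9-fold lower.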

Figure 1b presents the positions of an individual instance with the five top-ranked drugs, showing the treatment conditions used in the Connectivity map database For this analysis, we used 275 genes that were up-regulated (over 4-fold) and 193 genes that were down-regulated (under 0.25-fold) by EEDS. The list of genes used for the Connectivity map analysis is shown in Additional file 1. 

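Additional file 1 gives 568 genes with 1 log2 ratio each, and 554 of them were matched to a gene on the array. Across these 554 genes, which are not independent replicates, the log2 ratios at 20 μg/mL re-derived from the scanner files and the paper's reported values had a Pearson r of 0.988. The sign was the same for 99.6% of the genes, and the median absolute difference was 0.19. The listed genes were chosen from these same arrays as strongly higher or lower, which by itself makes r and the share of equal signs high. Of the 554 genes, 508 were more than 4-fold changed in the re-derived values, and 532 in the values that the authors deposited as processed. Over 9 alternatives in the processing, Pearson's r stayed between 0.974 and 0.994. The first genes listed as rising had log2 ratios at 20 μg/mL of 9.94 for EGR1 (the paper's reported value is 10.0), 8.24 for FOSB (7.80 in the paper), at least 6.17 for EGR2 (6.40 in the paper), 7.02 for ATF3 (5.60 in the paper) and 5.86 for PPP1R15A (5.50 in the paper). The first listed as falling had -5.00 for HOXB13 (also -5.00 in the paper), -4.50 for GPRIN2 (-4.70 in the paper) and -4.89 for SALL2 (also -4.70 in the paper), and ST6GAL1 and CBR3, which were not well above background at this dose, had at most -5.18 and -4.58 (-4.80 and -4.50 in the paper). The value of ATF3 depended on the probe. Its probes well above background on the control and top-dose arrays of both series gave 7.02, 4.56 and 0.92.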

All 5 of the drugs, namely helveticoside, lanatoside C, anisomycin, digoxigenin, and digitoxigenin, showed high connectivity scores (greater than 0.6) under various experimental conditions. A list of the top 15 significantly enriched drugs is shown in Additional file 3. The similarity measurements based on gene expression demonstrated the close relationships between EEDS and the top-ranked chemicals (Fig. 1c). We confirmed that many of the genes that were up- or down-regulated by EEDS were also significantly up- or down-regulated by the top-ranked chemicals, respectively.

**Fig. 1:**
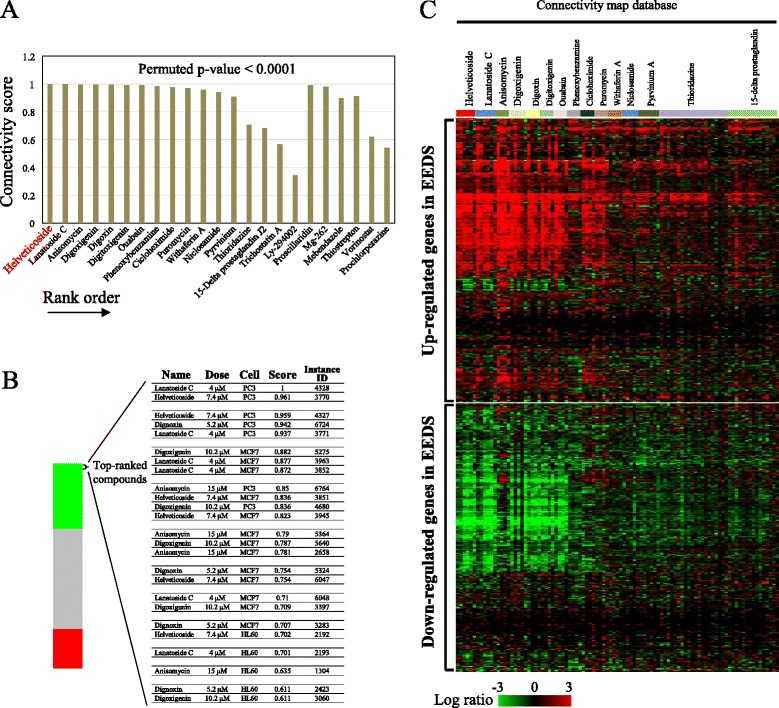
Enrichment analyses for EEDS using the Connectivity map. **a** The Connectivity map was queried using 275 up- and 193 down-regulated genes in A549 cells after EEDS treatment (Additional file 1) as up- and down-tags, respectively. The resultant connectivity scores of the 23 top-ranked chemicals (permutated *p*-value < 0.0001) were plotted in the order of rank. **b** The position of an individual treatment instance with the five top-ranked chemicals is plotted in the bar graph, which was constructed from 6,100 individual chemicals ordered by their corresponding connectivity scores from +1 (top) to −1 (bottom). The green, gray and red colors reflect the positive, null, and negative signs of the scores, respectively. The dose, cell line, connectivity score, and name (instance ID) of each individual instance included in the top five chemicals are shown. **c** A comparison of the EEDS-responsive gene expression profile with that obtained for several top-ranked chemicals is shown. The columns and rows represent individual samples and genes, respectively. The color scale for the expression ratio ranges from red (high) to green (low) as indicated by the scale bar.

### Chemical profiling of EEDS

The above results imply the presence of specific chemical components, particularly glycosides, in EEDS. In fact, we have previously isolated diverse types of glycosides having cytotoxic and anti-inflammatory activities from EEDS [1]. Therefore, we investigated whether helveticoside, the top-ranked glycoside from the Connectivity map, was present in EEDS. Figure 2 shows the presence of peak of helveticoside in both fractions of *D. sophia;* 80 % ethanol fraction and EtOAc fraction of EEDS, as measured by UHPLC chromatograms at UV 254 nm (Fig. 2a) and 220 nm (Fig. 2b), respectively. After confirming the presence of helveticoside in EEDS, we then measured the biological activity of helveticoside in comparison with EEDS.

**Fig. 2:**
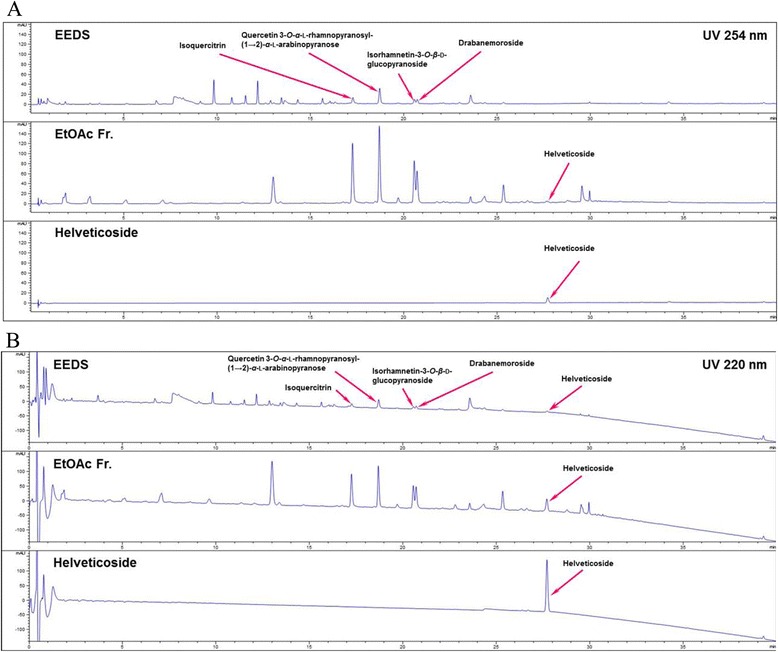
UHPLC chromatograms of EEDS and helveticoside. EEDS (80 % ethanol extract), ethyl acetate fraction of EEDS, and helveticoside were analyzed at (**a**) UV 254 nm and (**b**) 220 nm.

### Gene expression profiles induced by EEDS and helveticoside

To determine the effects of EEDS and helveticoside on cell growth, A549 human lung cancer cells in exponential growth phase were treated with each serially diluted drug (1.25, 5, and 20 μg/mL for EEDS and 3.75, 15, and 60 nM for helveticoside). The half maximal inhibitory concentrations (IC50s) of EEDS and helveticoside were 4.5 μg/mL and 35 nM, respectively. 

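The helveticoside series held a vehicle control of its own and arrays at 3.75, 15 and 60 nM, again with 1 array per dose and RNA from 3 pooled cultures. The median signal of the probe spots was 278 on the vehicle control and 223, 244 and 266 at 3.75, 15 and 60 nM, over a median local background of 32.5 to 34. All probes passed the limit of 1.4 times the local background on these arrays, so this limit removed no gene of the series, while 54.5% to 59.5% of the probes were well above background. The processed values that the authors deposited for both series ranked the probes of each array as the median signal minus the local background does (Spearman 1.0). They had been quantile-normalized within each series separately, with 396 to 816 probes left blank on an EEDS array and 0 or 1 on a helveticoside array. They were therefore used as an alternative and not to compare levels between the series. Each treated array was set against the vehicle control of its own series. Because each agent had its own control and arrays, agent and series cannot be told apart. The control arrays give the only comparison without a drug. Between them, 1097 genes were more than 2-fold higher and 885 more than 2-fold lower on the helveticoside control, with an SD of the log2 ratios of 0.65, and 1326 of these genes were not well above background on at least 1 of both arrays. To test for a trend, limma was fitted to each gene over all 8 arrays with the dose step (control 0, then 1, 2 and 3) as the predictor, with an intercept and a slope for each series and 4 residual degrees of freedom. In this fit the arrays about the trend lines stand in for replicates.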

The overall patterns of gene expression after EEDS- or helveticoside treatment were compared in parallel with the top-ranked drugs from the Connectivity map database and are presented in Fig. 3a. 

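At 20 μg/mL EEDS and 60 nM helveticoside, the log2 ratios of 18984 genes to their own controls had a Pearson r of 0.784 and a Spearman rho of 0.766. At 5 μg/mL and 15 nM the values were 0.663 and 0.673, and at 1.25 μg/mL and 3.75 nM 0.270 and 0.354. These correlations are across genes, which are not independent replicates. The series share no control array, so no common control raises them. Among the genes well above background on all arrays, Pearson's r was 0.925, 0.880 and 0.496 from the top to the lowest dose. The correlation moved most when each series was set against the other series' vehicle control, which enters the difference between the controls with opposite signs. Pearson's r was then 0.431 at the top dose and turned negative, at -0.290, at the lowest dose.

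**Figure D1:**
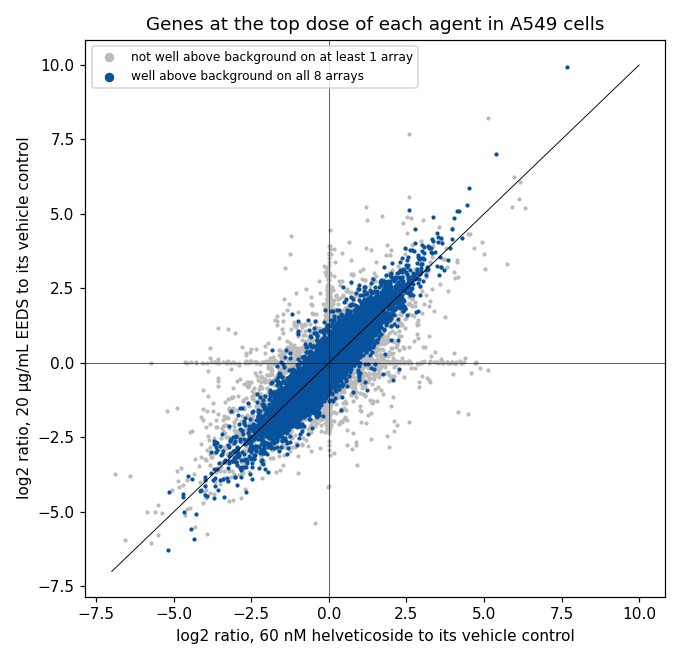
Log2 ratio of each gene at 20 μg/mL EEDS to its vehicle control (vertical axis) against the log2 ratio at 60 nM helveticoside to its vehicle control (horizontal axis), with 1 array per condition. Each point is a gene, blue where it was well above background on all 8 arrays and grey otherwise, and the sloping line marks equal ratios; the blue points lie close to the line (Pearson r of 0.925) and the grey points scatter more widely.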

As expected from the enrichment results of Fig. 1, EEDS and helveticoside regulated dose-dependent gene expression in a similar fashion. 

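The number of genes changed more than 2-fold rose with the dose of both agents. With EEDS, 803 genes were higher and 697 lower at 1.25 μg/mL, 1397 and 1613 at 5 μg/mL, and 2538 and 2765 at 20 μg/mL. With helveticoside, 644 were higher and 821 lower at 3.75 nM, 1349 and 1536 at 15 nM, and 2059 and 2444 at 60 nM. At the lowest doses, 604 of the EEDS genes and 1177 of the helveticoside genes were not well above background on the treated or the control array. Among the genes well above background on all arrays, 133 were more than 2-fold higher and 130 lower at 3.75 nM helveticoside, fewer than the 404 and 140 between the controls. By limma, 2878 of 19043 genes had an EEDS dose trend at a Benjamini-Hochberg adjusted p under 0.05, 1383 of them rising and 1495 falling. With helveticoside, 2151 genes had a trend, 1045 rising and 1106 falling. No gene had a difference between the slopes of the agents at this threshold. At an unadjusted p under 0.05, 525 of 19043 genes had one, fewer than chance alone would give at this limit. These genes are therefore no evidence of a difference, and a test this strict cannot show that the slopes are equal. The trend calls rest on the fit over both series. With only the 4 arrays of a series, or without the middle or the lowest dose of each series, limma called 0 genes for either agent, and with 4 arrays 5338 genes for EEDS and 4935 for helveticoside had an unadjusted p under 0.05.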

Two subgroups of genes that were up-regulated and down-regulated in a dose-dependent manner by EEDS and helveticoside were identified. These patterns of gene expression were also evident in the top-ranked drugs downloaded from the Connectivity map database, and these patterns were obtained irrespective of the individual treatment conditions, such as different cell lines, used for the top-ranked drugs from Connectivity map, as shown in Additional file 4. Moreover, the similarity of gene expression between the publicly available data and our experimental data on EEDS and helveticoside increased according to the rank.

**Fig. 3:**
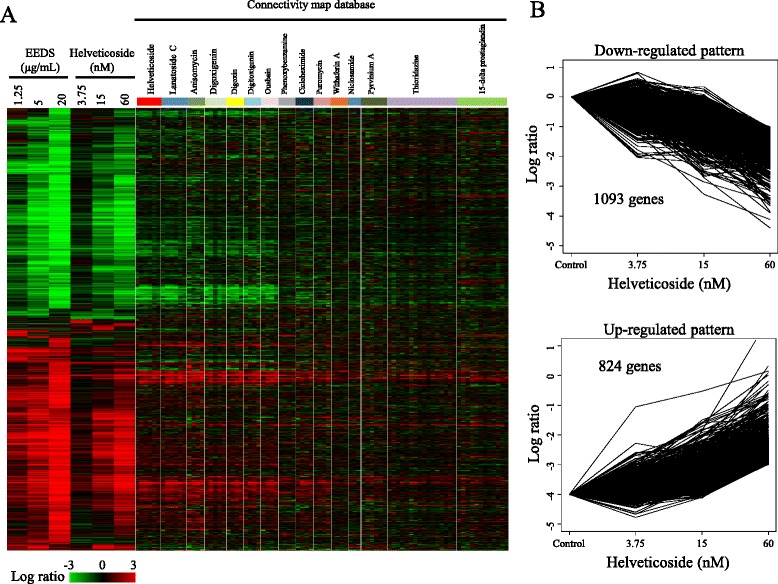
Dose-dependent gene expression after EEDS or helveticoside treatment in A549 cells. **a** Approximately 5,800 genes were differentially expressed over two-fold in at least one sample when compared with the vehicle control group. For comparison, the expression levels of genes induced by the top-ranked 15 chemicals selected from the Connectivity map analysis of EEDS are also displayed in parallel. The columns and rows represent individual samples and genes, respectively. The expression ratio color scale ranges from red (high) to green (low) as indicated by the scale bar. **b** The dose-dependently regulated genes affected by helveticoside treatment were identified with the STEM program (FDR < 0.001). The down-regulated pattern was composed of 1,093 genes, and the up-regulated pattern was composed of 824 genes.

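In at least 1 of the 6 treated arrays, 8109 genes were changed more than 2-fold against the vehicle control of their series. Over 9 alternatives in the processing, this number lay between 4193, from the signal as scanned with no background subtracted, and 10406, against the other series' vehicle control, and the values that the authors deposited as processed gave 5833. When only genes that the scanner software called well above background were kept, 5965 genes passed. Different probes of a gene did not always move together. Of 2576 genes with 2 or more probes well above background, 1042 were changed more than 2-fold on at least 1 probe at 20 μg/mL EEDS, of which 151 had a probe of the opposite sign and 15 a probe more than 2-fold in the opposite direction. At 60 nM helveticoside, these numbers were 842, 119 and 8.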

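The STEM program was not used here. A gene was counted in a dose-dependent pattern when its log2 ratio at the top dose was at least 2-fold and the 4 log2 ratios of the series, with the control at 0, had a Pearson r of at least 0.7 with the dose step. By this rule, 2268 genes were in the down-regulated pattern of helveticoside and 1883 in the up-regulated pattern. The fold limit alone was met by 2444 and 2059 genes at 60 nM. The correlation thus removed few genes, and the patterns mostly reflect the change at the top dose rather than a test of dose dependence. The pattern counts moved most with the fold threshold. A threshold of 1.5-fold gave 3414 and 3354 genes, and a threshold of 3-fold gave 1155 and 818 genes. When every dose had to lie further from the control than the dose before it, 1295 and 1127 genes remained within the patterns. Assigning genes to 50 model profiles, as STEM does, gave 2238 and 1844 genes.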

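CLDN2 fell more than any other gene well above background on both arrays except KAT14 (-5.18), with a log2 ratio of -0.11, -2.90 and -5.14 at 3.75, 15 and 60 nM helveticoside. GPRIN2 fell to -4.71, BCAS1 to -4.70 and HOXB13 to -4.67 at 60 nM. Among genes well above background on both arrays, EGR1 rose most, with 2.04, 3.12 and 7.68, followed at 60 nM by ATF3 (5.40), FOSB (5.13), PPP1R15A (4.52) and MAFF (4.44). The probes of ATF3 well above background on the control and top-dose arrays of both series gave 5.40, 2.59 and 0.21. CXCL8, NOG, C11orf96 and LTB, which were not well above background on the control, were at least 54.2-fold, 16.1-fold, 26.5-fold and 10.3-fold higher. SLC33A2, BAAT, C3orf18, LIAT1 and DACT2, which were not well above background at 60 nM, were at least 28.8-fold, 16.6-fold, 14.3-fold, 10.2-fold and 9.90-fold lower. By limma, the helveticoside slope of ATF3 was 1.87 per dose step (standard error 0.23, adjusted p = 0.0185), whereas that of EGR1, whose rise was steepest at the top dose, was 2.41 with a standard error of 0.58 and an adjusted p of 0.0561. Additional file 2 gives 1917 genes in both patterns with the paper's log2 ratios, and 1770 were matched. Across these genes, the re-derived ratios at 60 nM had a Pearson r of 0.943 with the paper's reported values, 99.6% had the same sign, 1723 were at least 2-fold changed, and the median absolute difference was 0.27. These genes too were chosen from the same arrays as risen or fallen, which raises r and the share of equal signs. The processed values that the authors deposited gave a median absolute difference of 0.0031. The first genes listed as rising had log2 ratios at 60 nM of 7.68 for EGR1 (the paper's reported value is 6.28), 4.14 for GADD45B (4.31 in the paper), 3.89 for SMOX (4.14 in the paper), 3.97 for CCN1 (4.10 in the paper) and at least 5.76 for CXCL8 (4.02 in the paper). The first listed as falling had -5.14 for CLDN2 (-4.41 in the paper), -4.16 for HSPA8 (-4.12 in the paper), -5.18 for KAT14 (-3.90 in the paper), -3.51 for NNMT (-3.66 in the paper) and at most -4.85 for SLC33A2 (-3.86 in the paper).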

A quantitative dose-dependency analysis confirmed the presence of two distinctive patterns of gene expression after helveticoside treatment (FDR < 0.001) as follows: down- and up-regulated patterns consisting of 1,093 and 824 genes, respectively (Fig. 3b). As shown in the clustering profile, many of the same genes were observed in the two dose-responsive patterns after treatment with EEDS and helveticoside. 

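By the same rule, EEDS had 2637 genes in its down-regulated and 2350 in its up-regulated pattern. The fold limit alone was met by 2765 and 2538 genes at 20 μg/mL. Of the genes in the helveticoside patterns, 95.6% of the down-regulated and 93.8% of the up-regulated genes were changed in the same direction at 20 μg/mL EEDS. Their median log2 ratios were -1.58 with EEDS and -1.60 with helveticoside for the down-regulated pattern, and 1.43 and 1.49 for the up-regulated pattern. Only 9 genes of the helveticoside down-regulated pattern were in the EEDS up-regulated pattern, and 14 genes moved between the patterns the other way. From the many genes regulated by both agents, the paper proposes in its discussion that helveticoside could be among the leading active components of EEDS.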

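Of the 2268 genes in the re-derived helveticoside down-regulated pattern, 1743 (76.9%, 95% Wilson interval 75.1 to 78.5) were also in the EEDS down-regulated pattern. Of the 1883 genes in the up-regulated pattern, 1318 (70.0%, 67.9 to 72.0) were also in the EEDS up-regulated pattern. The intervals cover counting error only, since genes are not independent. Among all genes compared, 13.9% were in the EEDS down-regulated and 12.4% in the EEDS up-regulated pattern. The shares moved most with the control array. Against the other series' vehicle control they were 49.2% and 44.4%. With the processed values that the authors deposited they were 91.4% and 81.0%.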

Approximately 68.8 % (753/1,093) and 75.8 % (625/824) of the genes in the down-regulated and up-regulated patterns, respectively, of the cells that were treated with helveticoside responded similarly to EEDS treatment as shown in Additional file 5. In addition to the overall gene expression profile induced by helveticoside, we also performed the Connectivity map analysis using the helveticoside-responsive genes. Figure 4a shows the clear similarity between the enriched compounds in the Connectivity map analysis of helveticoside and EEDS. Among top-ranked 25 compounds enriched by helveticoside (permuted *p*-value < 0.0001), 23 compounds were also significantly enriched by EEDS (permuted *p*-value < 0.0001). A plot of the connectivity scores further confirmed the correlation between the results of EEDS and helveticoside (Fig. 4b). Interestingly, helveticoside itself was ranked highest by the Connectivity map analysis of our helveticoside data, which may validate our bioinformatic approach.

**Fig. 4:**
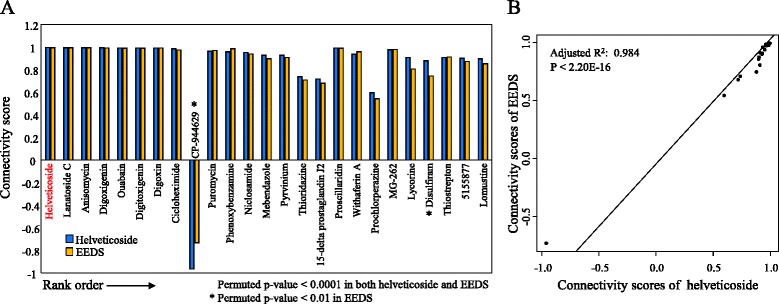
Comparison of connectivity scores between EEDS and helveticoside. **a** The 25 top-ranked drugs (permutated *p*-value < 0.0001) were selected from the Connectivity map analysis of helveticoside-treated A549 cells, in which 126 genes were up-regulated (over 4-fold) and 151 genes were down-regulated (under 0.25-fold). The connectivity scores were then compared with those obtained from the EEDS-treated A549 cells. The list of drugs is ordered according to the rank obtained from the Connectivity map analysis of helveticoside-treated A549 cells. **b** The correlation of the connectivity scores between EEDS and helveticoside was measured.

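At 60 nM helveticoside, 496 genes were more than 4-fold higher than on the vehicle control and 726 were more than 4-fold lower, out of 19053 genes. With each array scaled to its 75th percentile, which put the median log2 ratio of all genes at 0.14, -0.12 and -0.18 at the rising doses, the numbers were 391 and 696. The processed values that the authors deposited moved the counts most and gave 158 and 188 genes, and the signal as scanned with no background subtracted gave 172 and 237. Among the genes well above background on all arrays, 244 were more than 4-fold higher and 319 more than 4-fold lower.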

### GO analysis

The biological functions of the two expression patterns by treatment with helveticoside were investigated with GO analysis. 

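GO and KEGG were not used here, and gene lists written by hand before the data were examined stand in for the classes that the paper names. Genes of oxidoreductase families, such as the aldehyde dehydrogenases, cytochromes P450 and peroxiredoxins, were taken by their symbols. The 281 genes found had a mean log2 ratio of 0.05 at 3.75 nM, -0.14 at 15 nM and -0.32 at 60 nM helveticoside, with a median of -0.06 at 60 nM. At 60 nM, 168 of the 281 genes were lower than on the control. In the patterns, 48 of these genes were in the down-regulated and 9 in the up-regulated one. The mean at 60 nM lay below that of each of 10000 random lists of the same size matched on mean expression, which describes these arrays only. Limma's camera test, with an inter-gene correlation of 0.01 and adjustment over 36 lists and both agents, gave an adjusted p of 0.0361 for the helveticoside slope. By fry the adjusted p was 0.151. The list was not past the threshold with an estimated inter-gene correlation (adjusted p = 0.584) or under the 75th percentile scaling either. By limma, 21 of the genes had a helveticoside trend with adjustment over all genes and 12 adjusted over the list alone.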

As shown in Table 1, the down-regulated pattern was enriched with oxidation/reduction GO terms (GO:0055114, *p*-value < 0.001, FDR < 0.001). In contrast, signaling-related GO terms, including ‘apoptosis regulation’, ‘transcription regulation’, and ‘regulation of phosphate metabolic process’, were enriched in the up-regulated pattern (I-value < 0.001 and FDR < 0.001). 

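A list stood for each of these terms. The 38 apoptosis regulators had a mean log2 ratio of 0.10, 0.50 and 0.69 at 3.75, 15 and 60 nM helveticoside, and 27 of them were higher at 60 nM (camera adjusted p = 0.000479). Among them, BIRC3 rose by a log2 ratio of 3.48, TNFRSF10A by 2.91 and BBC3 by 2.87, while TRADD fell by 2.18 and BCL2L11 fell by 1.86. For transcription, the 27 AP-1 and immediate early genes, which encode transcription factors and other early response proteins, had a mean of 0.66, 0.97 and 2.37 with a median of 1.97 at 60 nM. All 27 were higher at 60 nM, and 21 were in the up-regulated pattern (camera adjusted p = 5.93e-08). Only 21 of the 27 were well above background on both arrays, with a mean of 2.50 at 60 nM. For EGR3, EGR4 and NR4A3 neither a ratio nor a bound could be given. By limma, 7 of the AP-1 and immediate early genes had a trend over all genes and 15 adjusted over the list alone. For phosphate metabolism, the 10 MAP kinase phosphatases had a mean of 0.41, 0.76 and 1.35 and all 10 were higher at 60 nM (camera adjusted p = 0.000479). Only 7 of the 10 were well above background on both arrays, with a mean of 1.21 at 60 nM. DUSP1 (2.64), DUSP5 (1.85) and DUSP6 (1.84) rose most among those well above background on both arrays. These 3 lists were also past the threshold by fry, with adjusted p of 0.0059, 0.0232 and 0.0059. With the inter-gene correlation estimated from the data, none of the 36 lists was past the threshold for either agent, with a lowest adjusted p of 0.176.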

The top 10 significantly enriched GO terms in the up-regulated pattern are shown in Table 1 (for the full list of enriched GO terms, please see Additional file 6). The GO terms in the up-regulated pattern were composed of hierarchically redundant terms. Thus, we eliminated the redundancy using the REVIGO program and obtained a network structure of non-redundant GO terms. Additional file 7 illustrates the inter-connected biological functions (*p*-value < 0.001 and FDR < 0.01) in the up-regulated pattern network. ‘apoptotic process’, ‘cell cycle’, ‘regulation of phosphate metabolism’, and ‘transcription’ were found to be interrelated. This functional enrichment in the up-regulated pattern was also confirmed by a text-based GO term distribution tree map (Additional file 7) in which related signaling functions, such as apoptosis, proliferation, and transcription, were predominately found in the up-regulated pattern. For the down-regulated pattern, we lowered the input stringency threshold (*p*-value < 0.01 and FDR < 0.1) to increase the number of input GO terms for the REVIGO analysis. The resultant GO term network and tree map showed that the down-regulated pattern is primarily associated with general metabolic processes, such as fatty acid metabolism, heterocycle biosynthesis, and DNA metabolism (Additional file 8). In addition, the overall distribution of all enriched GO terms (FDR < 0.01) across all samples including our EEDS and helveticoside experiments, and 15 top-ranked drugs from the Connectivity map database clearly shows the similar enrichment of GO terms among all datasets (Additional file 9), supporting biological similarity among datasets.

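Fatty acid oxidation, purine synthesis and DNA metabolism were each covered by lists. The 24 fatty acid oxidation genes had a mean log2 ratio of 0.01, -0.25 and -0.53 at 3.75, 15 and 60 nM helveticoside, and 17 were lower at 60 nM (camera adjusted p = 0.0191). ACOX2 (-4.53) and ACADSB (-3.45) fell most. For heterocycle biosynthesis, the 16 purine synthesis genes had a mean of -0.11, -0.43 and -0.53, and 12 were lower (camera adjusted p = 0.0140). The 20 base excision repair genes had the lowest adjusted p of the lists that fell, with a mean of -0.20, -0.63 and -1.03 and 17 genes lower (camera adjusted p = 7.12e-06). NTHL1 fell by 3.98, MUTYH by 2.55 and LIG1 by 2.05 on the log2 scale, while TDG rose by 1.54. By limma, 10 of the 20 genes had a trend over all genes and 14 adjusted over the list alone. The 23 mismatch repair and homologous recombination genes had a mean of -0.37, -0.77 and -0.87, and 20 were lower (camera adjusted p = 0.000104). The 29 DNA replication genes had a mean of -0.28, -0.70 and -0.48, so that the fall was largest at 15 nM, and 21 were lower at 60 nM (camera adjusted p = 0.0029). By fry, all of these lists were past the threshold except DNA replication (adjusted p = 0.104). Under the 75th percentile scaling, fatty acid oxidation, purine synthesis and DNA replication were no longer past it by camera.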

**Table 1:** Top 10 GO terms enriched (FDR < 0.01) by helveticoside

Pattern	GO ID	Name	*p*-value*	FDR^a^
Down-regulation	GO:0055114	Oxidation reduction	4.49E-08	1.13E-04
Up-regulation	GO:0042981	Regulation of apoptosis	9.16E-09	2.56E-05
	GO:0019220	Regulation of phosphate metabolic process	1.29E-08	1.79E-05
	GO:0051174	Regulation of phosphorus metabolic process	1.29E-08	1.79E-05
	GO:0043067	Regulation of programmed cell death	1.41E-08	1.31E-05
	GO:0010941	Regulation of cell death	1.61E-08	1.12E-05
	GO:0006357	Regulation of transcription from RNA polymerase II promoter	5.87E-08	3.28E-05
	GO:0042325	Regulation of phosphorylation	7.44E-08	3.46E-05
	GO:0007167	Enzyme linked receptor protein signaling pathway	1.32E-07	5.26E-05
	GO:0042127	Regulation of cell proliferation	2.59E-07	9.04E-05
	GO:0007242	Intracellular signaling cascade	7.04E-07	2.18E-04

*p-values were calculated using the Fischer’s test

^a^FDR corrections were calculated using the Benjamini-Hochberg procedure

### Pathway analyses

In addition to the GO analysis, we examined the functional involvement of the pathways in the helveticoside dose-responsive patterns using pathway enrichment analyses. Table 2 shows the enriched pathways (FDR < 0.01). Similar to the results of the GO analysis, all of the significantly enriched pathways (*p*-value < 0.001 and FDR < 0.01) were associated with the up-regulated pattern. Several signaling pathways, including MAPK pathway (KEGG 4010), TFG-beta pathway (KEGG 4350), circadian rhythm (KEGG 4710), and apoptosis pathway (KEGG 4210), were regulated by helveticoside. But, no pathways were found to be significantly associated with the down-regulated pattern.

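Of 34 genes listed for MAP kinases, their upstream kinases and RAS proteins, 33 were on the array, and they moved in both directions. Their mean log2 ratio at 60 nM helveticoside was 0.12 with 19 genes higher and 14 lower, and the list was not past the threshold by camera (adjusted p = 0.343) but was by fry (adjusted p = 0.0358). MAP3K14 rose by 2.99 and MAP2K3 by 2.19, while MAP2K6 fell by 2.55 and MAPKAPK3 fell by 1.59. The 37 genes of TGF-beta and BMP signaling had a mean of 0.21, 0.45 and 0.73 at 3.75, 15 and 60 nM, and 24 were higher at 60 nM (camera adjusted p = 0.0017). Among its genes well above background on both arrays, GREM1 (3.64) and FST (2.60) rose most and BMP4 (-1.31) fell most. The 22 circadian clock genes had a mean of 0.39, 0.42 and 0.99, and 19 were higher at 60 nM (camera adjusted p = 0.0022, fry adjusted p = 0.0592). PER1 rose by 3.35, NR1D1 by 3.02 and CRY1 by 2.72, and DBP fell by 1.65. Of the apoptosis regulators, 15 were in the up-regulated pattern and 3 in the down-regulated pattern.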

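Several metabolic lists showed no fall by camera. The 16 glycolysis genes had a mean log2 ratio of -0.17 at 60 nM helveticoside with 12 genes lower (camera adjusted p = 0.136, fry adjusted p = 0.0059), and the mean was 0.18 relative to the median of all genes when arrays were scaled to their 75th percentile. The 22 citrate cycle genes had a mean of -0.07 but a median of 0.12, and camera's direction was up (adjusted p = 0.645), as was the mean (0.27) under the 75th percentile scaling. The 30 oxidative phosphorylation genes had a mean of -0.13 with 16 lower (camera adjusted p = 0.473), and the mean was 0.38 under that scaling.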

**Table 2:** Pathways enriched (FDR < 0.01) by helveticoside

Pattern	KEGG ID	Name	*p*-value*	FDR^a^
Down-regulation	NA	NA	NA	NA
Up-regulation	hsa4010	MAPK signaling pathway	8.00E-07	1.10E-04
	hsa4350	TGF-beta signaling pathway	4.73E-06	3.25E-04
	hsa4710	Circadian rhythm	2.27E-05	1.03E-03
	hsa4210	Apoptosis	7.98E-05	2.71E-03
	hsa5200	Pathways in cancer	8.00E-05	2.18E-03
	hsa4540	Gap junction	8.86E-05	2.01E-03
	hsa5212	Pancreatic cancer	2.05E-04	3.96E-03
	hsa4060	Cytokine-cytokine receptor interaction	2.50E-04	4.22E-03
	hsa5219	Bladder cancer	3.39E-04	5.07E-03
	hsa4115	p53 signaling pathway	4.73E-04	6.33E-03
	hsa4660	T cell receptor signaling pathway	5.15E-04	6.27E-03
	hsa5221	Acute myeloid leukemia	5.31E-04	5.94E-03
	hsa5211	Renal cell carcinoma	5.74E-04	5.93E-03
	hsa4110	Cell cycle	6.00E-04	5.76E-03
	hsa4621	NOD-like receptor signaling pathway	8.03E-04	7.15E-03
	hsa4662	B cell receptor signaling pathway	9.02E-04	7.52E-03

*p-values were calculated using the Fischer’s test

^a^FDR corrections were calculated using the Benjamini-Hochberg procedure

For a more systematic analysis of the pathways, we conducted a SPIA pathway analysis, which calculates the connections of pathways by considering their topology and the expression levels of their genes. Figure 5a shows 8 pathways (red circles) that were significantly enriched (P_G_ < 0.01 and P_GFDR_ < 0.01), including MAPK pathway, cytokine-cytokine receptor interaction pathway, circadian rhythm and apoptosis pathway. The blue circles in Fig. 5a represent marginally significant pathways (P_GFDR_ < 0.05). All of these pathways were related to signaling or diseases, which is consistent with the simple enrichment results shown in Table 2. The statistical significances of these pathways are listed in Fig. 5b.

**Fig. 5:**
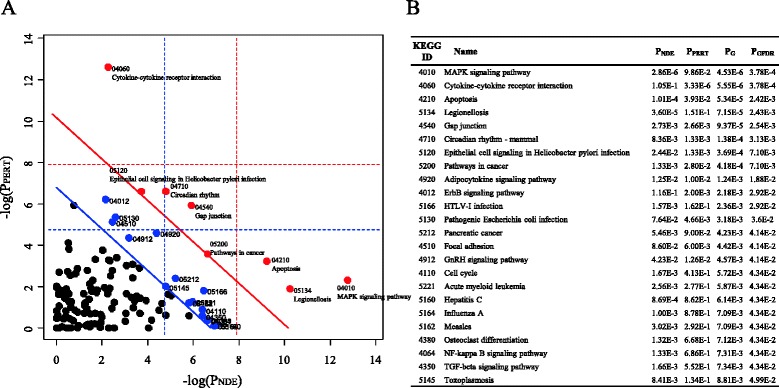
Pathways altered after helveticoside treatment in A549 cells. **a** The pathways involved in the up-regulated pattern (824 genes) and down-regulated pattern (1,093 genes) were analyzed with the SPIA program. The horizontal axis represents pathway over-representation (P_NDE_), while the vertical axis indicates pathway perturbation (P_PERT_). The dotted horizontal and vertical lines represent the corrected thresholds (1 %) of significance (red for Bonferroni and blue for FDR correction) for each axis value. The red and blue circles located to the right of the oblique lines are the significant pathways (red circles for P_GFDR_ < 0.01, and blue circles for P_GFDR_ < 0.05) with the KEGG IDs after the FDR correction of the global *p*-values (P_Gs_)_,_ which were calculated from the combined probabilities of P_NDE_ and P_PERT_. The list of pathways for the red circles (P_GFDR_ < 0.01) is shown in (**b**).

In addition to the identification of enriched pathways, we also investigated dose-dependent changes in pathway activity, which were measured by linearly combining the expression values of the genes in each pathway. Figure 6 shows the dose-dependent changes in 80 statistically significant pathways (FDR < 0.01) after helveticoside treatment. 

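The paper measures pathway activity as the sum of log expression values over a pathway's genes, with repressors weighted negatively, divided by the pathway's size, and the mean log2 ratio of a list, with no gene weighted negatively, stands for it here. From each dose of helveticoside to the next, the mean fell in 10 of the 13 metabolic lists and rose in 9 of the 11 signaling lists, although some of the metabolic means lay above the control at 3.75 nM. The 13 pentose phosphate pathway genes went from 0.03 at 3.75 nM to -0.34 at 15 nM and -0.64 at 60 nM (10 of 13 lower, camera adjusted p = 0.0080), with PGD at -2.21. The 29 glutathione metabolism genes went from 0.05 to -0.32 and -0.73 (23 of 29 lower, camera adjusted p = 0.0030), with GPX2 at -3.55. The 25 p53 targets went from 0.26 to 0.96 and 1.56 (23 of 25 higher, camera adjusted p = 2.38e-08), with AEN at 3.03. The 47 cytokines and receptors went from 0.31 to 0.72 and 1.33 (39 of 47 higher, camera adjusted p = 1.02e-06), with IL11 at 3.60. The 23 NF-kappa B members and targets went from 0.37 to 0.84 and 1.95 (21 of 23 higher, camera adjusted p = 1.84e-07), with RELB at 2.72. Of the cytokine and NF-kappa B lists, only 28 and 16 genes were well above background on both arrays, with means of 1.18 and 1.62 at 60 nM. These 5 lists were past the threshold by fry as well, but the pentose phosphate pathway and glutathione metabolism were not by camera under the 75th percentile scaling.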

Interestingly, similar to the patterns of overall gene expression, the pathways were also divided into two major pattern groups based on their activity and the top-ranked drugs in the Connectivity map also show a similar pattern of pathway activities. As obtained from the analysis of gene expression, the individual treatment conditions, such as different cell lines, used for the analysis of the top-ranked drugs in the connectivity map has no significant effect, as shown in Additional file 10.

**Fig. 6:**
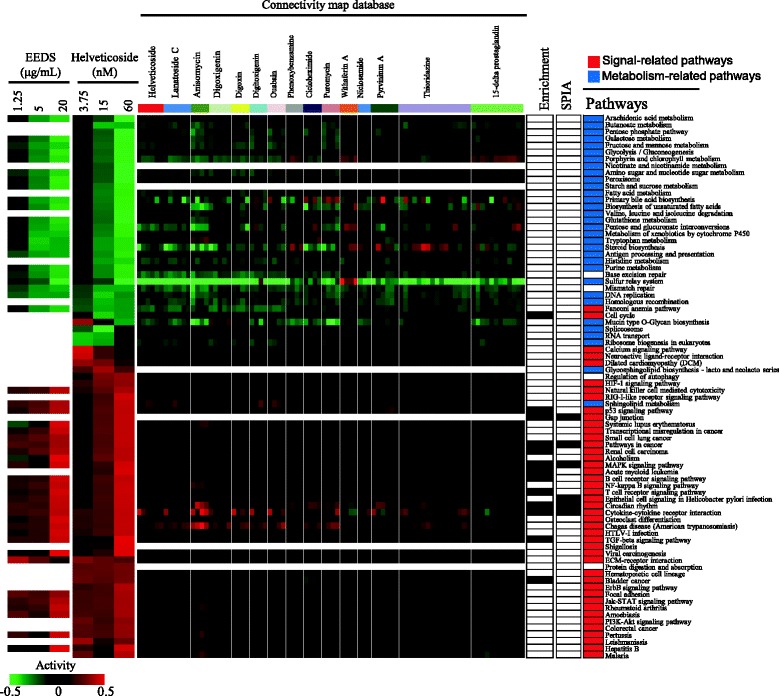
Dose-dependent changes in pathway activity after helveticoside treatment in A549 cells. The pathway activities (FDR < 0.01), which were calculated by linear combinations of gene expression, were hierarchically clustered. For comparison, the statistically significant pathways (FDR < 0.01) after EEDS treatment are shown in parallel. For comparison, the pathway activity obtained for the 15 top-ranked chemicals selected from the Connectivity map analysis of EEDS is also displayed in parallel. The columns represent individual samples, and the rows represent pathways. The red and green colors reflect high and low activity levels, respectively, as indicated by the scale bar with arbitrary units. The pathways that were enriched based on the enrichment analysis (Table 2) and SPIA (Fig. 5) are also indicated in black in the right panel of the pathway activity bar. Signal-related pathways and metabolism-related pathways are colored red and blue, respectively, in the right panel.

Furthermore, the dose-dependently down-regulated pathways were generally composed of general metabolism-related pathways, while the up-regulated pathways were composed of signaling or disease-related pathways. These patterns of pathway activity were also observed after EEDS treatment. 

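All 13 metabolic lists had a mean log2 ratio below 0 at 60 nM helveticoside, and all 11 signaling lists had a mean above 0. By camera, 10 of the metabolic lists were past the threshold, all falling, and 8 of the signaling lists, all rising. The metabolic calls depended on the scaling. With each array scaled to its 75th percentile, 3 of these 10 metabolic lists (cholesterol biosynthesis, base excision repair, and mismatch repair and homologous recombination) and all 8 signaling lists stayed past the threshold, and oxidative phosphorylation came past it as a rise. On the linear dose scale 8 and by fry 7 of the 10 metabolic lists stayed past it, and with the estimated inter-gene correlation 0 of either class. The exceptions in direction under other processing were glycolysis, the citrate cycle and oxidative phosphorylation, which rose relative to all genes under the 75th percentile scaling, Notch signaling (mean 0.08), whose mean fell to -0.12 with the processed values that the authors deposited, and the MAP kinases, whose mean was no longer above 0 against the other series' control. The Notch mean was also below 0 with the signal as scanned, after normexp correction and against the other series' control. A pair of further metabolic lists was past the threshold. Valine, leucine and isoleucine degradation had a mean of -0.51 (19 of 25 lower, camera adjusted p = 0.0136), and cholesterol biosynthesis had a mean of -0.60 (17 of 22 lower, camera adjusted p = 0.0022, fry adjusted p = 0.119). Within the latter list, HMGCS1 rose (1.53). Mitotic cell cycle genes (mean 0.22, camera adjusted p = 0.350) and Notch signaling (camera adjusted p = 0.350) were the signaling lists not past the threshold, besides the MAP kinases. The mitotic list came past it as a rise under the 75th percentile scaling and on the linear dose scale. Without the middle or without the lowest dose of each series, the same 21 of all 36 lists were past the threshold with helveticoside as with all arrays, in the same direction. In its discussion, the paper states that the reciprocal regulation of metabolic and signaling processes was more evident in the pathway activities.

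**Figure D2:**
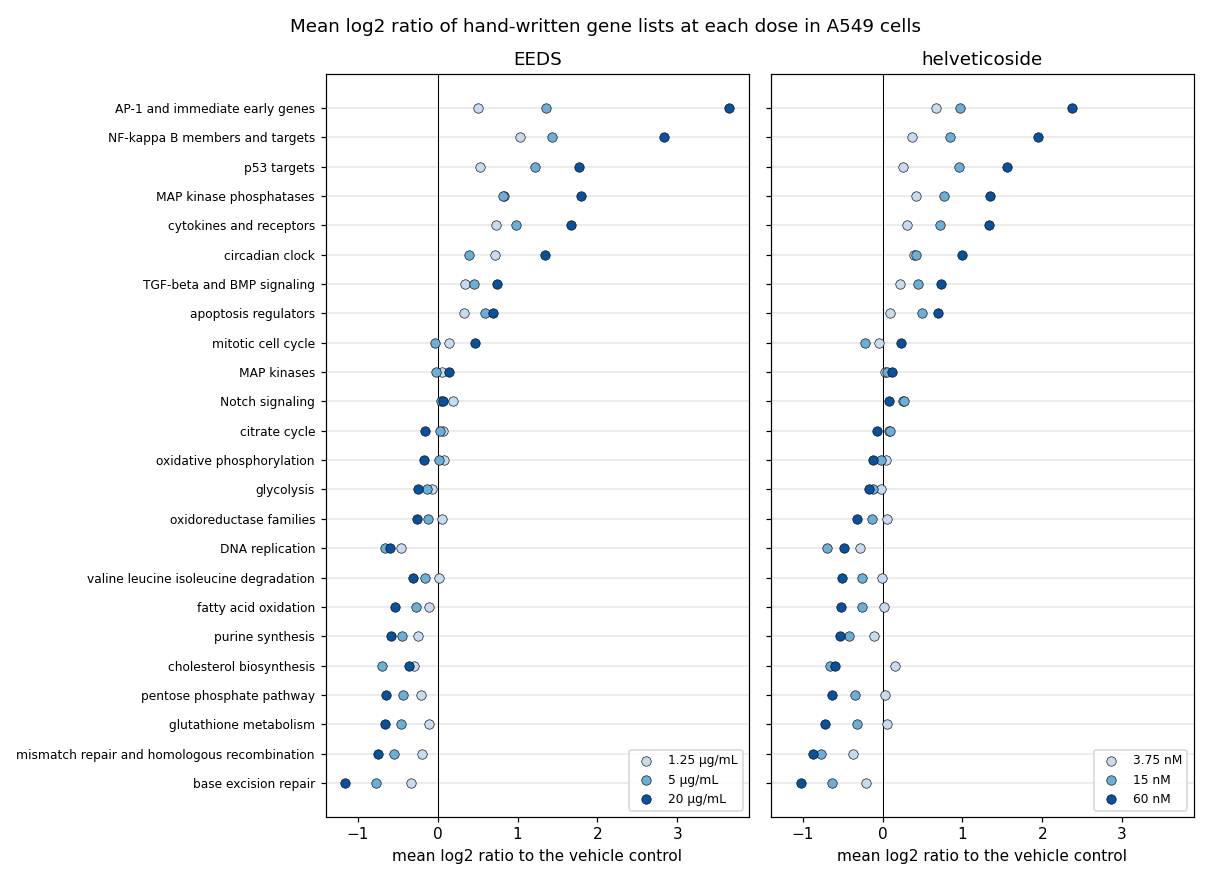
Mean log2 ratio to the vehicle control (horizontal axis) of the 13 metabolic and 11 signaling gene lists (vertical axis), with EEDS on the left and helveticoside on the right. Darker points are higher doses and lists are ordered by their mean at 60 nM helveticoside; the metabolic lists lie below 0 and the signaling lists above 0 at the top doses, with 1 array per dose and no error bars, apart from glycolysis, the citrate cycle, oxidative phosphorylation and, with EEDS, cholesterol biosynthesis under the 75th percentile scaling and Notch and the MAP kinases under other processing.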

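At 20 μg/mL EEDS, all 13 metabolic lists again had a mean log2 ratio below 0 and all 11 signaling lists a mean above 0, with 8 lists of each class past the threshold by camera. Under the 75th percentile scaling, 2 of these 8 metabolic lists (base excision repair, and mismatch repair and homologous recombination) and all 8 signaling lists stayed past it, and the means of glycolysis, the citrate cycle, oxidative phosphorylation and cholesterol biosynthesis were above 0 relative to all genes, the glycolysis and citrate cycle means also against the other series' control, and the Notch mean was below 0 with the signal as scanned, normexp and the processed values that the authors deposited. Of all 36 lists, 20 were past the threshold with EEDS and 21 with helveticoside. The 20 include the pair of CYP1A1 and TIPARP, which Additional file 1 gives as rising with EEDS on these same arrays. The 19 lists past the threshold with both agents moved in the same direction. Without the middle dose of each series, 18 lists were past it with EEDS, no longer cholesterol biosynthesis, purine synthesis and the cytosolic heat shock proteins but newly the mitotic cell cycle genes, and without the lowest dose 21 were, newly valine, leucine and isoleucine degradation. By fry, 16 of the EEDS lists and 15 of the helveticoside lists remained past it. On the linear dose scale, 5 of the 8 metabolic and 7 of the 8 signaling lists stayed past it with EEDS. Among the signaling lists, the apoptosis regulators were no longer past it and the mitotic cell cycle genes newly were. Base excision repair fell by a mean of 0.33, 0.78 and 1.16 at 1.25, 5 and 20 μg/mL (18 of 20 genes lower, camera adjusted p = 4.92e-06). AP-1 and immediate early genes rose by a mean of 0.51, 1.35 and 3.65 (27 of 27 higher, camera adjusted p = 8.49e-11), NF-kappa B members and targets by 1.03, 1.43 and 2.84 (21 of 23 higher, camera adjusted p = 1.94e-09), and p53 targets by 0.53, 1.22 and 1.77 (23 of 25 higher, camera adjusted p = 5.93e-08). Over the 22, 18 and 25 members well above background on both arrays, the means at 20 μg/mL were 3.45, 2.59 and 1.77. Cholesterol biosynthesis fell by a mean of 0.36 (14 of 22 lower, camera adjusted p = 0.0469, fry adjusted p = 0.267), and this fall was absent relative to all genes (0.01) under the 75th percentile scaling. The oxidoreductase families, with a mean of -0.27, and valine, leucine and isoleucine degradation, also with -0.32, were not past the threshold with EEDS (camera adjusted p of 0.0628 and 0.0596), and the difference between the agents in these lists was not past it either (adjusted p of 0.990 and 0.448). With EEDS, the oxidoreductase families fell past it under the authors' processed values, linear dose, the signal as scanned, normexp and the well-above-background filter. Valine, leucine and isoleucine degradation fell past it by fry (adjusted p = 0.0472). It also did with the mean over a gene's probes and with only the 4 arrays of the series.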

We also compared the pathways selected from the SPIA analysis and the simple pathway enrichment analysis with the pathway activities in Fig. 6.

### Network-based functional analyses

The co-expression of functionally associated genes suggested the presence of an interrelated network of genes that could be induced by external stimuli, such as helveticoside or EEDS. Although the pathway and GO information provided one of these types of networks, we used a more comprehensive functional interaction database (Reactome FI) [16] to obtain functional subgroup networks composed of co-expressed genes induced by helveticoside treatment. Using 1,093 and 824 genes from the down- and up-regulated patterns, respectively, we constructed a network of genes composed of 11 modules (from 0 to 10), shown in Fig. 7a. 

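Additional file 13 names 120 genes in 11 modules, of which 119 were matched to the array. Because the paper chose the modules from these arrays, their values are not independent evidence. By camera on the helveticoside slope, adjusted over the 11 modules, 4 modules were past the threshold. With an estimated inter-gene correlation 0 modules were, and with fry 9 were. Module 5, whose gene with the most links was CDH1 (-2.71), had 5 of 8 genes more than 2-fold higher and 3 more than 2-fold lower at 60 nM. Module 6, with PPP2CB (1.43), had 5 higher and 2 lower. The 2 genes of module 10, with MPG (-1.28), had a mean of -1.42 (camera adjusted p = 0.0351).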

The GO terms associated with co-expression networks were measured by NOA, which incorporates the interaction status of the gene products for the selection of enriched GO terms. The resulting top 10 enriched GO terms (*p*-value < 10E-10) shows that metabolic processes involving protein metabolism and nucleotide metabolism were significantly enriched in response to helveticoside in the subgraph of GO-directed acyclic structure (Fig. 7b). In addition, various signaling processes, including gene expression regulation and cell development and differentiation, were also significantly enriched. The full list of significantly enriched GO terms in the NOA is shown in Additional file 11, and the detailed GO terms associated with each module are shown in Fig. 7c. 

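Module 3, in which TCF7L2 (1.94) had the most links, had 7 of 12 genes more than 2-fold higher and 4 more than 2-fold lower at 60 nM helveticoside, with a mean log2 ratio of 0.22 and a median of 1.64 (camera adjusted p = 0.131), and the mean was below 0 against the other series' control. Module 4, with NRAS (1.63), had 4 of 8 genes higher and 4 lower and a mean of 0.21 (camera adjusted p = 0.554). Module 8, with GNAQ (1.61), had 5 of 7 genes higher and 2 lower and a mean of 1.36 (camera adjusted p = 0.131). Module 7, with NOTCH2 (-1.33), had 2 genes higher and 5 lower and a mean of -0.75 (camera adjusted p = 0.149).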

In accordance with NOA, signaling functions, such as transcription pathways (module 3), receptor signaling (modules 4 and 8), and the notch signaling pathway (module 7), were significantly associated with each module. In addition to signaling pathways, cellular metabolism functions were also enriched in the modules, including macromolecule biosynthesis (module 0), catabolism (module 1), RNA metabolism (module 2), and nucleotide metabolism (module 9). 

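Module 0, in which JUN had the most links, had a mean log2 ratio of 0.23, 0.55 and 1.07 at 3.75, 15 and 60 nM helveticoside, with 24 of 34 genes more than 2-fold higher and 8 more than 2-fold lower (camera adjusted p = 0.000141). JUN itself rose with a slope of 0.99 per dose step (standard error 0.05, adjusted p = 0.0147 from limma). Module 1, with SMURF2 at least 3.35-fold higher, had 8 of 16 genes higher and 7 lower, so that its mean was -0.03 but its median 1.01 and camera's direction up (adjusted p = 0.242), and the mean was above 0 with the signal as scanned, normexp, the 75th percentile scaling and the processed values that the authors deposited. Module 2, with POLR2K (1.02), had 9 of 13 genes higher and 2 lower and a mean of 0.71 (camera adjusted p = 0.0151). All 5 genes of module 9, with APEX1 (-1.57), were more than 2-fold lower, with a mean of -0.27, -1.16 and -2.27 (camera adjusted p = 0.000141).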

A text-based GO term distribution tree map for each module is shown in Additional file 12. The individual genes included in each module from the entire network are listed in Additional file 13 along with detailed network characteristics representing the centrality of each node. The module network structures showed that the diverse functions enriched in the GO and pathway analyses were interrelated through modules.

**Fig. 7:**
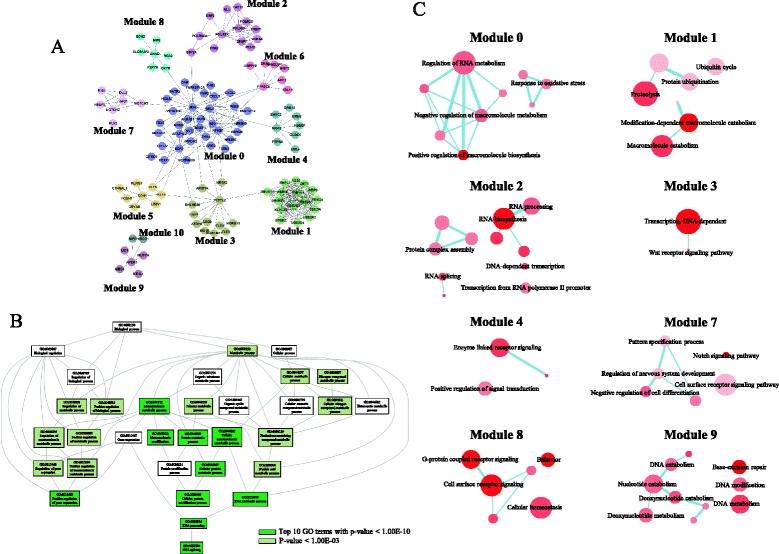
Interaction network of the genes induced by helveticoside in A549 cells. **a** The interaction network was constructed from 1,093 genes with the down-regulated pattern and 824 genes with the up-regulated pattern by implementing the Reactome FI application. In total, 11 modules (as indicated from 0 to 10) are shown in different colors. **b** The GO terms associated with this interaction network were analyzed by NOA, and top 10 enriched GO terms (*p*-value < 1.00E-10) were measured in the subgraph of GO-directed acyclic structure. **c** The network structure of the enriched GO terms in each module (FDR < 0.01) was obtained from the REVIGO program. The node size and color intensity are proportional to the hierarchical status and statistical significance of each node, respectively. The edge thickness between two nodes represents their closeness.

The interrelationship of the biological functions regulated by helveticoside treatment was further verified by the GO term enrichment map. While relationships between GO terms based solely on the GO hierarchy, the network from the enrichment map was based on the genes included in the GO terms. As shown in Additional file 14, the signaling (kinase activity and cell migration) and metabolic functions were interconnected, thus implying the presence of a common response to these two cellular processes after helveticoside treatment. Because a number of cardiac glycosides have been shown to exhibit anti-proliferative effects on tumors [18–20], and because our previous report also showed that EEDS could be used as an anti-cancer agent [6], we measured whether diverse cancer types could be associated with the biological network regulated by helveticoside treatment. Interestingly, the genes related to diverse types of cancers, through modules.including colon cancer, breast cancer, kidney cancer, and gastric cancer, were associated with biological functions that were enriched after helveticoside treatment as shown in Additional file 15, thereby supporting the assumption that helveticoside could be effective against diverse cancer types.

## Discussion

Identification of biologically active components is crucial for the development of novel drugs from herbal extracts. However, determining which component has crucial pharmacological activity requires great effort and a significant time commitment when using conventional approaches. Moreover, it is challenging to infer the pharmacological effect of a component using *in vitro* experiments alone. Therefore, it is important to reduce this time-consuming process in advance and efficiently narrow down the possible candidates for subsequent screening from the complex chemical components of herbal extracts.

The application of genomic approaches is one way to reduce the time required for *in vitro* screening. The Connectivity map resource is a reference collection of gene expression profiles from cultured human cells treated with diverse bioactive small molecules. Using the Connectivity map, the mechanisms of action, physiological processes, and disease associations of unknown substances can be predicted. As evidenced by the results of various experiments, the pattern-match algorithm implemented in the Connectivity map, which adopts a non-parametric, rank-based method using the Kolmogorov-Smirnov statistic (as described in Gene Set Enrichment Analysis (GSEA) [21]), minimizes the effect of different experimental conditions, such as cell type, drug concentration, and treatment period [9].

In the present study, we queried the Connectivity map with a list of genes (293 up-regulated and 275 down-regulated genes treated with EEDS in A549 cells as shown in Additional file 1). Among the top-ranked drugs, many compounds, such as helveticoside, lanatoside, digoxigenin, digoxin, digitoxigenin and ouabain, are classified into a cardiac glycoside family sharing a common chemical structure. These compounds showed highly similar gene expression patterns with EEDS. Interestingly, we identified that helveticoside was one of the cytotoxic components of EEDS. Many of the genes regulated by helveticoside were also regulated by EEDS in the present study, thus implying that helveticoside could be one of the leading biologically active components of EEDS. Moreover, the Connectivity map analysis using helveticoside-responsive genes from our experiment also successfully identified helveticoside as the top-chemical from the Connectivity map database. However, this result does not exclude the possible presence of other cardiac glycosides in EEDS, although we could not identify other cardiac glycosides mentioned above than helveticoside in EEDS.

Helveticoside is a cardiac glycoside that has a similar chemical structure as estrogens. Cardiac glycosides have been used for many years for the treatment of cardiac congestion and arrhythmias [22]. In addition, cardiac glycosides have also been proven to have anti-proliferative activity on tumors [18–20]. The possible mechanisms of their anti-cancer effect include the ability of cardiac glycosides to bind to estrogen receptors or inhibit Na+/K+ ATPase activity [20, 23]. We identified that the biological functions regulated by helveticoside treatment were associated with diverse cancer types in terms of biological function, which implies the potential usefulness of helveticoside and/or EEDS as anti-cancer agents.

As evidenced by the GO and pathway analyses, the down-regulated genes in helveticoside-treated cells were associated with metabolic processes, and the up-regulated genes in helveticoside-treated cells were involved in signaling processes, which is consistent with our previous results with EEDS [6]. This reciprocal regulatory mechanism may provide clues for understanding the growth inhibitory mechanism of EEDS and helveticoside in A549 cancer cells. For example, metabolic processes, such as the pentose phosphate pathway and the excision repair pathway, which were enriched by EEDS, can regulate lung cancer cells and are associated with lung cancer risks [24, 25]. Furthermore, these pathways can modulate the effectiveness of chemotherapy in lung cancer patients [26]. In addition, a recent study has suggested that the regulation of oxidation/reduction pathways, which were the same pathways associated with down-regulated genes after helveticoside treatment in our study, is a promising systemic target for cancer treatments [27], thus supporting a possible role for helveticoside as an anti-cancer agent. Additionally, several signaling pathways, such as the apoptosis and p53 pathways, are the targets of herbal-derived anti-lung cancer drugs [28–30].

In the present study, the reciprocal regulation between metabolic and signaling processes was more evident in the pathway activity analysis (Fig. 6). The dose-dependently down-regulated pathways were predominantly composed of metabolism pathways, and the up-regulated pathways were exclusively composed of signaling or disease-related pathways. Interestingly, the tight linkage between metabolism and signaling is becoming increasingly clear in a variety of cellular conditions in which protein modification by acetylation, glycosylation, and phosphorylation is thought to play an important role during reciprocal regulation [31, 32]. However, a functionally reciprocal response induced by drug treatment has not been previously reported. Moreover, our present results showed that two reciprocally regulated biological processes are connected in a functional network structure, thus signifying a possible linkage between metabolic and signaling processes. The biological significance of these functional network associations must be further verified in terms of the pharmacological effects of helveticoside.

## Conclusions

In summary, using the Connectivity map, we have identified that helveticoside induced a reciprocal regulation of genes and biological functions in A549 cells and that it could be the foremost biologically active component of EEDS.

### Availability of supporting data

The data sets supporting the results of this article are included within the article and its additional files. Microarray data are available in the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo) under accession number GSE65413.

## Additional files

Additional file 1:
**List of genes used in the Connectivity map analysis for EEDS.** (PDF 112 kb) Additional file 2:
**Full list of genes in each pattern after treatment with helveticoside.** (PDF 370 kb) Additional file 3:
**Top 15 chemicals with high connectivity scores in the analysis of EEDS.** (PDF 67 kb) Additional file 4:
**Comparison of gene expression profiles.** The gene expression profiles obtained with our EEDS and helveticoside experiments and for the seven top-ranked drugs selected from the Connectivity map database were compared. For the seven top-ranked drugs, the cell lines and drug concentrations used in the experiment are indicated with different colors. (PDF 145 kb) Additional file 5:
**Comparison of the dose-dependently regulated genes after treatment with helveticoside and EEDS.** (PDF 53 kb) Additional file 6:
**GO terms enriched (FDR < 0.01) by helveticoside.** (PDF 69 kb) Additional file 7:
**Enriched GO terms in the up-regulated pattern after treatment of A549 cells with helveticoside.** (A) The network structure was constructed with non-redundant GO terms that were enriched in the up-regulated pattern (FDR < 0.01) after helveticoside treatment using the REIVGO program. The node color indicates the statistical significance, and the node size is proportional to the frequency of the GO term in the underlying GOA database. Highly correlated GO terms are linked by edges, the thickness of which indicates the degree of similarity. (B) Tree map structures composed of non-redundant GO terms (FDR < 0.01) enriched in the up-regulated pattern after helveticoside treatment were constructed. In the tree structures, closely related terms share the same color. The size of each GO term is proportional to its level of statistical significance. (PDF 88 kb) Additional file 8:
**Enriched GO terms in the down-regulated pattern after treatment of A549 cells with helveticoside.** The network structure was constructed from the non-redundant GO terms enriched in the down-regulated pattern after helveticoside treatment using the REIVGO program. We lowered the input stringency threshold to *p*-value < 0.01 to increase the number of GO input terms. The node size and color intensity are proportional to the hierarchical status and statistical significance of each node, respectively. The edge thickness between nodes represents the closeness of the two nodes. In the tree structure, closely related terms share the same color. The size of each GO term is proportional to its level of statistical significance. (PDF 89 kb) Additional file 9:
**Distribution of enriched GO terms (FDR < 0.01) across all of the samples, including our EEDS and helveticoside experiments and the 15 top-ranked drugs from the Connectivity map database.** (PDF 86 kb) Additional file 10:
**Dose-dependent changes in pathway activity.** (PDF 105 kb) Additional file 11:
**Full list of significantly enriched GO terms determined through Network Ontology Analysis (NOA).** (PDF 77 kb) Additional file 12:
**Tree map structure of the GO terms enriched in each module of Fig.** **7c** **.** Closely related GO terms share the same color. The size of each GO term is proportional to its level of statistical significance. (PDF 143 kb) Additional file 13:
**Genes included in each module of network structure.** (PDF 121 kb) Additional file 14:
**Enrichment map analysis of the genes induced by helveticoside treatment in A549 cells.** The network structure of the GO terms was constructed by implementing the Enrichment map plugin for Cytoscape. The simple GO enrichment results from 1,093 genes with the down-regulated pattern and 824 genes with the up-regulated pattern were used as input data. Each node represents a GO term sized proportionally to the number of genes encompassed by that GO term. The edge thickness signifies the closeness of the two nodes measured by their number of common genes. The representative biological functions for the groups of nodes are shown. (PDF 713 kb) Additional file 15:
**Association of GO terms with the cancer-related genes in the Enrichment map.** The association of GO terms with the cancer-related genes is shown, and the blue diamond in the center represents the cancer-related genes obtained from the DiseaseHub database. A yellow node indicates a GO term with cancer-related genes, and the thickness of the purple edge is proportional to the number of genes. (PDF 6877 kb)

## Abbreviations

DAVID: Database for Annotation, Visualization, and Integrated Discovery
EEDS: Ethanol extract of *D. sophia* seeds
EtOAc: Ethyl acetate
FDR: False discovery rate
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
NOA: Network Ontology Analysis
REVIGO: Reduce and Visualize Gene Ontology
SPIA: Signaling Pathway Impact Analysis
STEM: Short Time-series Expression Miner
UHPLC: Ultra high performance liquid chromatography

# Supplementary material for: Helveticoside is a biologically active component of the seed extract of Descurainia sophia and induces reciprocal gene regulation in A549 human lung cancer cells
**Source:** BMC Genomics. 2015 Sep 18;16(1):713. doi: 10.1186/s12864-015-1918-1
**Supplement:** Additional file 1: — List of genes used in the Connectivity map analysis for EEDS.

**Additional file 1. List of genes used in the Connectivity map analysis for EEDS.**

| Up-regulated genes by EEDS |           |             | Down-regulated genes by EEDS |           |             |
|----------------------------|-----------|-------------|------------------------------|-----------|-------------|
| Symbol                     | Entrez ID | Fold (Log2) | Symbol                       | Entrez ID | Fold (Log2) |
| EGR1                       | 1958      | 10.0        | HOXB13                       | 10481     | -5.0        |
| FOSB                       | 2354      | 7.8         | ST6GAL1                      | 6480      | -4.8        |
| EGR2                       | 1959      | 6.4         | GPRIN2                       | 9721      | -4.7        |
| ATF3                       | 467       | 5.6         | SALL2                        | 6297      | -4.7        |
| PPP1R15A                   | 23645     | 5.5         | CBR3                         | 874       | -4.5        |
| IL8                        | 3576      | 5.5         | FANCF                        | 2188      | -4.5        |
| MAFF                       | 23764     | 5.0         | CCR7                         | 1236      | -4.4        |
| C3orf52                    | 79669     | 4.9         | VAV3                         | 10451     | -4.3        |
| DDIT3                      | 1649      | 4.9         | C14orf93                     | 60686     | -4.3        |
| FOS                        | 2353      | 4.8         | NTHL1                        | 4913      | -4.3        |
| LTB                        | 4050      | 4.8         | VASH1                        | 22846     | -4.2        |
| GADD45B                    | 4616      | 4.8         | TCEA2                        | 6919      | -4.2        |
| ARC                        | 23237     | 4.7         | HSPA8                        | 3312      | -4.2        |
| PER1                       | 5187      | 4.6         | B4GALNT1                     | 2583      | -4.1        |
| SERPINE1                   | 5054      | 4.5         | DIXDC1                       | 85458     | -4.0        |
| HBEGF                      | 1839      | 4.4         | NUDT18                       | 79873     | -4.0        |
| TNFAIP3                    | 7128      | 4.3         | SYT17                        | 51760     | -4.0        |
| FOSL1                      | 8061      | 4.3         | ACOX2                        | 8309      | -3.9        |
| LCAT                       | 3931      | 4.3         | C3orf18                      | 51161     | -3.9        |
| DLX2                       | 1746      | 4.2         | SMO                          | 6608      | -3.8        |
| KLF4                       | 9314      | 4.1         | ELAC1                        | 55520     | -3.8        |
| GREM1                      | 26585     | 4.1         | NNMT                         | 4837      | -3.8        |
| BIRC3                      | 330       | 4.1         | MAGEH1                       | 28986     | -3.7        |
| C10orf110                  | 55853     | 4.0         | BCAS1                        | 8537      | -3.7        |
| AOC3                       | 8639      | 4.0         | CNPY2                        | 10330     | -3.7        |
| GADD45A                    | 1647      | 4.0         | MAP2K6                       | 5608      | -3.6        |
| KDM6B                      | 23135     | 3.9         | MTMR4                        | 9110      | -3.6        |

|           |       |     |           |        |      |
|-----------|-------|-----|-----------|--------|------|
| CYR61     | 3491  | 3.8 | KRCC1     | 51315  | -3.6 |
| STX3      | 6809  | 3.8 | SETBP1    | 26040  | -3.5 |
| EREG      | 2069  | 3.8 | FHOD3     | 80206  | -3.5 |
| DNAJB2    | 3300  | 3.8 | B3GALT4   | 8705   | -3.5 |
| CYP1A1    | 1543  | 3.7 | HGD       | 3081   | -3.5 |
| PDGFB     | 5155  | 3.7 | EHMT2     | 10919  | -3.4 |
| CSF2      | 1437  | 3.7 | THNSL1    | 79896  | -3.4 |
| UGCG      | 7357  | 3.7 | PDE8B     | 8622   | -3.4 |
| DAAM1     | 23002 | 3.6 | EPB41L4A  | 64097  | -3.4 |
| EDN2      | 1907  | 3.6 | HPS6      | 79803  | -3.4 |
| AEN       | 64782 | 3.6 | TST       | 7263   | -3.3 |
| MCTP1     | 79772 | 3.6 | HS3ST1    | 9957   | -3.3 |
| RASSF1    | 11186 | 3.6 | CTDSPL    | 10217  | -3.2 |
| NFKBIE    | 4794  | 3.6 | MANSC1    | 54682  | -3.2 |
| TNFRSF12A | 51330 | 3.5 | SMARCA1   | 50485  | -3.2 |
| SMOX      | 54498 | 3.5 | PIK3C2B   | 5287   | -3.2 |
| MAP3K14   | 9020  | 3.5 | IDH1      | 3417   | -3.2 |
| GEM       | 2669  | 3.5 | PDE7B     | 27115  | -3.2 |
| MXD1      | 4084  | 3.4 | DOK1      | 1796   | -3.2 |
| CCL20     | 6364  | 3.4 | RHOBTB1   | 9886   | -3.2 |
| CCRN4L    | 25819 | 3.4 | PBX1      | 5087   | -3.2 |
| ASMT      | 438   | 3.4 | MORC4     | 79710  | -3.2 |
| PLA2G4C   | 8605  | 3.4 | C17orf108 | 201229 | -3.2 |
| BBC3      | 27113 | 3.3 | ADAT1     | 23536  | -3.1 |
| AREG      | 374   | 3.3 | RNF43     | 54894  | -3.1 |
| IL11      | 3589  | 3.3 | KCNJ6     | 3763   | -3.1 |
| ETS1      | 2113  | 3.3 | ZC4H2     | 55906  | -3.1 |
| JUN       | 3725  | 3.3 | SYT12     | 91683  | -3.1 |
| BTG2      | 7832  | 3.3 | ZNF362    | 149076 | -3.1 |
| TXNL4B    | 54957 | 3.3 | TRIM45    | 80263  | -3.0 |
| ANKRD1    | 27063 | 3.3 | CAPN5     | 726    | -3.0 |

|           |        |     |          |        |      |
|-----------|--------|-----|----------|--------|------|
| TMEM156   | 80008  | 3.3 | MGAT3    | 4248   | -3.0 |
| EPHA2     | 1969   | 3.3 | PCYT2    | 5833   | -3.0 |
| HAS2      | 3037   | 3.2 | ABCA3    | 21     | -3.0 |
| ADM       | 133    | 3.2 | PLCD1    | 5333   | -3.0 |
| CDKN1A    | 1026   | 3.2 | HSPA2    | 3306   | -3.0 |
| SOCS3     | 9021   | 3.2 | PRIM1    | 5557   | -2.9 |
| TNFRSF10D | 8793   | 3.1 | ZNF32    | 7580   | -2.9 |
| OXTR      | 5021   | 3.1 | DENND2D  | 79961  | -2.9 |
| NFKB2     | 4791   | 3.1 | LARGE    | 9215   | -2.9 |
| DUSP10    | 11221  | 3.1 | LXN      | 56925  | -2.9 |
| C1orf69   | 200205 | 3.1 | SNPH     | 9751   | -2.9 |
| FAM193B   | 54540  | 3.0 | RASSF4   | 83937  | -2.9 |
| LOC157562 | 157562 | 3.0 | THYN1    | 29087  | -2.9 |
| CCNL1     | 57018  | 3.0 | FAM55C   | 91775  | -2.8 |
| C19orf61  | 56006  | 3.0 | LRRC20   | 55222  | -2.8 |
| ARID3B    | 10620  | 3.0 | SLC24A6  | 80024  | -2.8 |
| SDC4      | 6385   | 3.0 | NUDT7    | 283927 | -2.8 |
| MAPK8IP3  | 23162  | 3.0 | PNMAL1   | 55228  | -2.8 |
| GABARAPL1 | 23710  | 3.0 | FAM134B  | 54463  | -2.8 |
| KPNA5     | 3841   | 3.0 | GOLSYN   | 55638  | -2.8 |
| IL1RAP    | 3556   | 3.0 | C16orf42 | 115939 | -2.8 |
| EMP1      | 2012   | 2.9 | CYB5B    | 80777  | -2.8 |
| THAP3     | 90326  | 2.9 | GNAZ     | 2781   | -2.8 |
| CXCL1     | 2919   | 2.9 | GMPPA    | 29926  | -2.8 |
| ADRB2     | 154    | 2.9 | KIAA0485 | 57235  | -2.8 |
| TRAF1     | 7185   | 2.9 | PRMT7    | 54496  | -2.7 |
| CTSK      | 1513   | 2.9 | C16orf59 | 80178  | -2.7 |
| TBX21     | 30009  | 2.9 | HOXA6    | 3203   | -2.7 |
| CTGF      | 1490   | 2.9 | C5orf54  | 63920  | -2.7 |
| CLCF1     | 23529  | 2.9 | FBXO4    | 26272  | -2.7 |
| IL32      | 9235   | 2.9 | STAT6    | 6778   | -2.7 |

|           |        |     |         |        |      |
|-----------|--------|-----|---------|--------|------|
| LYST      | 1130   | 2.8 | GPR162  | 27239  | -2.7 |
| KLF10     | 7071   | 2.8 | THAP7   | 80764  | -2.7 |
| GATA6     | 2627   | 2.8 | JMJD4   | 65094  | -2.7 |
| SERPINB8  | 5271   | 2.8 | SYTL2   | 54843  | -2.7 |
| RIT1      | 6016   | 2.8 | ARRB1   | 408    | -2.6 |
| REL       | 5966   | 2.8 | CYP2U1  | 113612 | -2.6 |
| RSRC2     | 65117  | 2.8 | RGL1    | 23179  | -2.6 |
| FOXD1     | 2297   | 2.8 | HOXC4   | 3221   | -2.6 |
| RUNX1     | 861    | 2.8 | SLC22A3 | 6581   | -2.6 |
| PLK3      | 1263   | 2.8 | CBR1    | 873    | -2.6 |
| NFKBIB    | 4793   | 2.8 | GEMIN6  | 79833  | -2.6 |
| MAP2K3    | 5606   | 2.8 | KHK     | 3795   | -2.6 |
| PTHLH     | 5744   | 2.8 | ADRA1D  | 146    | -2.6 |
| ZNF484    | 83744  | 2.8 | IL22RA1 | 58985  | -2.6 |
| NAB2      | 4665   | 2.7 | MYLK    | 4638   | -2.6 |
| RELB      | 5971   | 2.7 | USP9X   | 8239   | -2.6 |
| CRY1      | 1407   | 2.7 | CCDC106 | 29903  | -2.6 |
| ZNF136    | 7695   | 2.7 | IFIT1   | 3434   | -2.6 |
| JUNB      | 3726   | 2.7 | SAC3D1  | 29901  | -2.5 |
| PPP1R13L  | 10848  | 2.7 | ZMYND8  | 23613  | -2.5 |
| STK19     | 8859   | 2.7 | MIIP    | 60672  | -2.5 |
| C14orf138 | 79609  | 2.7 | MUTYH   | 4595   | -2.5 |
| RSC1A1    | 6248   | 2.7 | LCMT2   | 9836   | -2.5 |
| ARHGAP19  | 84986  | 2.7 | MSTO1   | 55154  | -2.5 |
| LIF       | 3976   | 2.6 | TRADD   | 8717   | -2.5 |
| STC1      | 6781   | 2.6 | APBA2   | 321    | -2.5 |
| IGF2BP2   | 10644  | 2.6 | BFSP1   | 631    | -2.5 |
| YRDC      | 79693  | 2.6 | RNASEL  | 6041   | -2.5 |
| IFRD1     | 3475   | 2.6 | HS6ST1  | 9394   | -2.5 |
| JMJD1C    | 221037 | 2.6 | DET1    | 55070  | -2.5 |
| TAF1A     | 9015   | 2.6 | IMPA2   | 3613   | -2.5 |

|           |        |     |         |        |      |
|-----------|--------|-----|---------|--------|------|
| TLE4      | 7091   | 2.6 | USP18   | 11274  | -2.5 |
| POFUT2    | 23275  | 2.6 | PRKCDBP | 112464 | -2.5 |
| OVGP1     | 5016   | 2.6 | MTUS1   | 57509  | -2.5 |
| PKP2      | 5318   | 2.6 | MAGED4B | 81557  | -2.5 |
| C10orf118 | 55088  | 2.6 | LRFN3   | 79414  | -2.5 |
| SLC19A2   | 10560  | 2.6 | ZNF232  | 7775   | -2.5 |
| ELL       | 8178   | 2.6 | FAM102A | 399665 | -2.5 |
| PPM1D     | 8493   | 2.6 | RIBC2   | 26150  | -2.5 |
| RLF       | 6018   | 2.6 | C7orf68 | 29923  | -2.5 |
| CHD2      | 1106   | 2.6 | RHOBTB2 | 23221  | -2.5 |
| UPF3B     | 65109  | 2.6 | EHD3    | 30845  | -2.5 |
| PFKFB4    | 5210   | 2.6 | FZD4    | 8322   | -2.4 |
| IER5      | 51278  | 2.5 | QARS    | 5859   | -2.4 |
| GUCA1B    | 2979   | 2.5 | PYCARD  | 29108  | -2.4 |
| HRK       | 8739   | 2.5 | AZI1    | 22994  | -2.4 |
| CCNT2     | 905    | 2.5 | FUT8    | 2530   | -2.4 |
| FBXL12    | 54850  | 2.5 | OSBPL7  | 114881 | -2.4 |
| STARD13   | 90627  | 2.5 | HPGD    | 3248   | -2.4 |
| DOHH      | 83475  | 2.5 | RDBP    | 7936   | -2.4 |
| SLMO1     | 10650  | 2.5 | KRT4    | 3851   | -2.4 |
| TICAM1    | 148022 | 2.5 | ATP13A2 | 23400  | -2.4 |
| ZNF654    | 55279  | 2.5 | CFB     | 629    | -2.4 |
| EFNA1     | 1942   | 2.5 | TBC1D16 | 125058 | -2.4 |
| GJB3      | 2707   | 2.5 | FBXO9   | 26268  | -2.4 |
| CDKN2AIP  | 55602  | 2.5 | NDRG3   | 57446  | -2.4 |
| DUSP1     | 1843   | 2.5 | HEATR3  | 55027  | -2.4 |
| ZNF143    | 7702   | 2.5 | SPATA7  | 55812  | -2.4 |
| IER2      | 9592   | 2.5 | MMP15   | 4324   | -2.4 |
| TUBA4A    | 7277   | 2.5 | PIR     | 8544   | -2.4 |
| KLHL28    | 54813  | 2.5 | MPI     | 4351   | -2.4 |
| PRDM1     | 639    | 2.4 | TTC12   | 54970  | -2.4 |

|         |        |     |           |        |      |
|---------|--------|-----|-----------|--------|------|
| ACVR2A  | 92     | 2.4 | DPYSL3    | 1809   | -2.4 |
| ZNF335  | 63925  | 2.4 | KCNMB4    | 27345  | -2.3 |
| PI4K2A  | 55361  | 2.4 | TTLL1     | 25809  | -2.3 |
| ID2     | 3398   | 2.4 | SIDT2     | 51092  | -2.3 |
| PRPF39  | 55015  | 2.4 | IMPACT    | 55364  | -2.3 |
| FERMT2  | 10979  | 2.4 | MAP4K2    | 5871   | -2.3 |
| GADD45G | 10912  | 2.4 | FCHO1     | 23149  | -2.3 |
| KLF6    | 1316   | 2.4 | LOC644450 | 644450 | -2.3 |
| MORC3   | 23515  | 2.4 | UBAC1     | 10422  | -2.3 |
| TUBA8   | 51807  | 2.4 | TENC1     | 23371  | -2.3 |
| VEGFA   | 7422   | 2.4 | TREX1     | 11277  | -2.3 |
| EFNB2   | 1948   | 2.4 | PTPN18    | 26469  | -2.3 |
| MOSPD1  | 56180  | 2.4 | RBBP9     | 10741  | -2.3 |
| GNLY    | 10578  | 2.4 | MYH10     | 4628   | -2.3 |
| C6orf35 | 729515 | 2.4 | RGS14     | 10636  | -2.3 |
| RBBP6   | 5930   | 2.4 | PLCH1     | 23007  | -2.3 |
| GDF15   | 9518   | 2.4 | SLC9A3R2  | 9351   | -2.3 |
| RRAD    | 6236   | 2.4 | APITD1    | 378708 | -2.3 |
| DDX3Y   | 8653   | 2.4 | CPOX      | 1371   | -2.3 |
| TUBA3C  | 7278   | 2.4 | ZDHHC6    | 64429  | -2.3 |
| CRY2    | 1408   | 2.4 | PACS2     | 23241  | -2.3 |
| TOP1    | 7150   | 2.4 | RPL23AP32 | 56969  | -2.3 |
| NFAT5   | 10725  | 2.4 | INTS3     | 65123  | -2.3 |
| CCKBR   | 887    | 2.4 | NRG2      | 9542   | -2.3 |
| ROR1    | 4919   | 2.4 | NT5M      | 56953  | -2.3 |
| CLDN1   | 9076   | 2.4 | ITPKB     | 3707   | -2.3 |
| SSH1    | 54434  | 2.4 | RSAD1     | 55316  | -2.2 |
| C1orf63 | 57035  | 2.4 | PTDSS1    | 9791   | -2.2 |
| TERF2IP | 54386  | 2.4 | NAT1      | 9      | -2.2 |
| FOXD3   | 27022  | 2.3 | NEURL     | 9148   | -2.2 |
| TUFT1   | 7286   | 2.3 | PIK3R2    | 5296   | -2.2 |

|           |        |     |          |        |      |
|-----------|--------|-----|----------|--------|------|
| ABL2      | 27     | 2.3 | SUOX     | 6821   | -2.2 |
| ID4       | 3400   | 2.3 | RGS10    | 6001   | -2.2 |
| TNFRSF10B | 8795   | 2.3 | ZNF839   | 55778  | -2.2 |
| OTUD3     | 23252  | 2.3 | RGS19    | 10287  | -2.2 |
| GPRC5B    | 51704  | 2.3 | MPST     | 4357   | -2.2 |
| KIAA0895  | 23366  | 2.3 | PCYOX1L  | 78991  | -2.2 |
| AKAP12    | 9590   | 2.3 | ACADSB   | 36     | -2.2 |
| HMGCS1    | 3157   | 2.3 | MRPS34   | 65993  | -2.2 |
| CRABP2    | 1382   | 2.3 | CUL9     | 23113  | -2.2 |
| PIM1      | 5292   | 2.3 | GSDMD    | 79792  | -2.2 |
| HIVEP1    | 3096   | 2.3 | GAB2     | 9846   | -2.2 |
| RHBDF1    | 64285  | 2.3 | FLJ11710 | 79904  | -2.2 |
| STRN3     | 29966  | 2.3 | KAT2A    | 2648   | -2.2 |
| TSC22D2   | 9819   | 2.3 | TUB      | 7275   | -2.2 |
| AMOTL2    | 51421  | 2.3 | DGKG     | 1608   | -2.2 |
| ARID3A    | 1820   | 2.3 | LHX2     | 9355   | -2.2 |
| SLC35F2   | 54733  | 2.3 | TMEM143  | 55260  | -2.2 |
| SLC7A6    | 9057   | 2.3 | PDCD2    | 5134   | -2.2 |
| VPS37B    | 79720  | 2.3 | FERMT1   | 55612  | -2.2 |
| ZFP36     | 7538   | 2.3 | FLJ11235 | 54508  | -2.2 |
| C1GALT1   | 56913  | 2.3 | DOK4     | 55715  | -2.2 |
| BTG1      | 694    | 2.3 | ARHGEF9  | 23229  | -2.2 |
| LONRF3    | 79836  | 2.2 | F12      | 2161   | -2.1 |
| CPEB3     | 22849  | 2.2 | UBE2D4   | 51619  | -2.1 |
| ZNF529    | 57711  | 2.2 | C8orf55  | 51337  | -2.1 |
| CDC42SE1  | 56882  | 2.2 | RWDD2B   | 10069  | -2.1 |
| IRF1      | 3659   | 2.2 | PLD2     | 5338   | -2.1 |
| NR1D2     | 9975   | 2.2 | TUBBP5   | 643224 | -2.1 |
| THAP9     | 79725  | 2.2 | KIAA0100 | 9703   | -2.1 |
| DUSP6     | 1848   | 2.2 | RAB15    | 376267 | -2.1 |
| NEK7      | 140609 | 2.2 | ZCWPW1   | 55063  | -2.1 |

|          |        |     |           |        |      |
|----------|--------|-----|-----------|--------|------|
| SCML2    | 10389  | 2.2 | TMC5      | 79838  | -2.1 |
| PRKAB1   | 5564   | 2.2 | OSBPL1A   | 114876 | -2.1 |
| GABPB1   | 2553   | 2.2 | TBCD      | 6904   | -2.1 |
| CXCL3    | 2921   | 2.2 | NARG2     | 79664  | -2.1 |
| C6orf145 | 221749 | 2.2 | CLDN3     | 1365   | -2.1 |
| CHIC2    | 26511  | 2.2 | AMDHD2    | 51005  | -2.1 |
| TEF      | 7008   | 2.2 | F8A1      | 8263   | -2.1 |
| THAP1    | 55145  | 2.2 | GALNT4    | 8693   | -2.1 |
| UNC84B   | 25777  | 2.2 | WDR4      | 10785  | -2.1 |
| F3       | 2152   | 2.2 | C19orf54  | 284325 | -2.1 |
| MAFK     | 7975   | 2.2 | GIN54     | 84296  | -2.1 |
| SKIL     | 6498   | 2.2 | FANCG     | 2189   | -2.1 |
| UFM1     | 51569  | 2.2 | ARHGAP22  | 58504  | -2.1 |
| NPR2     | 4882   | 2.2 | BDH1      | 622    | -2.1 |
| CAPRIN2  | 65981  | 2.2 | XRCC1     | 7515   | -2.1 |
| RFPL3S   | 10737  | 2.2 | SMARCD3   | 6604   | -2.1 |
| SNIP1    | 79753  | 2.2 | ANXA4     | 307    | -2.1 |
| FST      | 10468  | 2.2 | CDON      | 50937  | -2.1 |
| PPL      | 5493   | 2.2 | CCDC71    | 64925  | -2.1 |
| PVR      | 5817   | 2.2 | MLPH      | 79083  | -2.1 |
| ZCCHC6   | 79670  | 2.2 | ETV6      | 2120   | -2.1 |
| ZEB2     | 9839   | 2.1 | C8orf51   | 78998  | -2.1 |
| TLR6     | 10333  | 2.1 | C14orf133 | 63894  | -2.1 |
| ZNF460   | 10794  | 2.1 | HOXB5     | 3215   | -2.1 |
| IP6K2    | 51447  | 2.1 | ZNF358    | 140467 | -2.1 |
| LINS1    | 55180  | 2.1 | ANKRD36B  | 57730  | -2.1 |
| REV1     | 51455  | 2.1 | P2RY6     | 5031   | -2.0 |
| SLC38A2  | 54407  | 2.1 | PNPO      | 55163  | -2.0 |
| IKZF5    | 64376  | 2.1 | ADCK2     | 90956  | -2.0 |
| CXCL2    | 2920   | 2.1 | CASP6     | 839    | -2.0 |
| CREB5    | 9586   | 2.1 | ECHDC2    | 55268  | -2.0 |

|            |        |     |          |        |      |
|------------|--------|-----|----------|--------|------|
| CLK4       | 57396  | 2.1 | C22orf36 | 388886 | -2.0 |
| CLK1       | 1195   | 2.1 | MAB21L2  | 10586  | -2.0 |
| TNNC2      | 7125   | 2.1 | RPP40    | 10799  | -2.0 |
| DCP1A      | 55802  | 2.1 | MAP2K5   | 5607   | -2.0 |
| TBC1D15    | 64786  | 2.1 | ABCA7    | 10347  | -2.0 |
| WDR47      | 22911  | 2.1 | HMBS     | 3145   | -2.0 |
| RIOK3      | 8780   | 2.1 | ARHGAP26 | 23092  | -2.0 |
| ABTB2      | 25841  | 2.1 | RAD51L3  | 5892   | -2.0 |
| HTR1A      | 3350   | 2.1 | CHST12   | 55501  | -2.0 |
| FGFR1OP    | 11116  | 2.1 | METTL13  | 51603  | -2.0 |
| SMURF2     | 64750  | 2.1 | EIF2B3   | 8891   | -2.0 |
| TNFRSF9    | 3604   | 2.1 | MAPT     | 4137   | -2.0 |
| DDX10      | 1662   | 2.1 | LIG1     | 3978   | -2.0 |
| CSGALNACT2 | 55454  | 2.1 | IMPDH2   | 3615   | -2.0 |
| VNN2       | 8875   | 2.0 | PDK2     | 5164   | -2.0 |
| WBP4       | 11193  | 2.0 | PALB2    | 79728  | -2.0 |
| CTNNAL1    | 8727   | 2.0 | C9orf125 | 84302  | -2.0 |
| DCP2       | 167227 | 2.0 | MPP2     | 4355   | -2.0 |
| TDG        | 6996   | 2.0 | B9D1     | 27077  | -2.0 |
| FSTL3      | 10272  | 2.0 | MREG     | 55686  | -2.0 |
| YOD1       | 55432  | 2.0 | ALX1     | 8092   | -2.0 |
| ATAD2B     | 54454  | 2.0 | QDPR     | 5860   | -2.0 |
| CDCA4      | 55038  | 2.0 | UROS     | 7390   | -2.0 |
| HIC2       | 23119  | 2.0 | PTPRA    | 5786   | -2.0 |
| KIRREL     | 55243  | 2.0 | JUP      | 3728   | -2.0 |
| BTN2A1     | 11120  | 2.0 | POP5     | 51367  | -2.0 |
| PRPF38B    | 55119  | 2.0 | ZNF688   | 146542 | -2.0 |
| MTSS1L     | 92154  | 2.0 | AMACR    | 23600  | -2.0 |
| JHDM1D     | 80853  | 2.0 | N6AMT1   | 29104  | -2.0 |
| STX1A      | 6804   | 2.0 | RFX5     | 5993   | -2.0 |
| SEMA3C     | 10512  | 2.0 | MUC5B    | 727897 | -2.0 |

|          |       |     |
|----------|-------|-----|
| TBC1D22B | 55633 | 2.0 |
| THUMPD2  | 80745 | 2.0 |
| SGPP1    | 81537 | 2.0 |
| FBXO3    | 26273 | 2.0 |
| CCNL2    | 81669 | 2.0 |
| EGFR     | 1956  | 2.0 |
| TNFAIP2  | 7127  | 2.0 |
| COQ10B   | 80219 | 2.0 |
| CCNH     | 902   | 2.0 |
| SYNJ1    | 8867  | 2.0 |
| GOLGA8A  | 23015 | 2.0 |
| SMG5     | 23381 | 2.0 |
| TIPARP   | 25976 | 2.0 |
| FBXW7    | 55294 | 2.0 |
| BCL10    | 8915  | 2.0 |
| RAGE     | 5891  | 2.0 |
| ZBTB11   | 27107 | 2.0 |
| INTS6    | 26512 | 2.0 |

---

# Supplementary material for: Helveticoside is a biologically active component of the seed extract of Descurainia sophia and induces reciprocal gene regulation in A549 human lung cancer cells
**Source:** BMC Genomics. 2015 Sep 18;16(1):713. doi: 10.1186/s12864-015-1918-1
**Supplement:** Additional file 2: — Full list of genes in each pattern after treatment with helveticoside.

**Additional file 2. Full list of genes in each pattern after treatment with helveticoside.**

---

# Supplementary material for: Helveticoside is a biologically active component of the seed extract of Descurainia sophia and induces reciprocal gene regulation in A549 human lung cancer cells
**Source:** BMC Genomics. 2015 Sep 18;16(1):713. doi: 10.1186/s12864-015-1918-1
**Supplement:** Additional file 4: — Comparison of gene expression profiles. The gene expression profiles obtained with our EEDS and helveticoside experiments and for the seven top-ranked drugs selected from the Connectivity map database were compared. For the seven top-ranked drugs, the cell lines and drug concentrations used in the experiment are indicated with different colors.

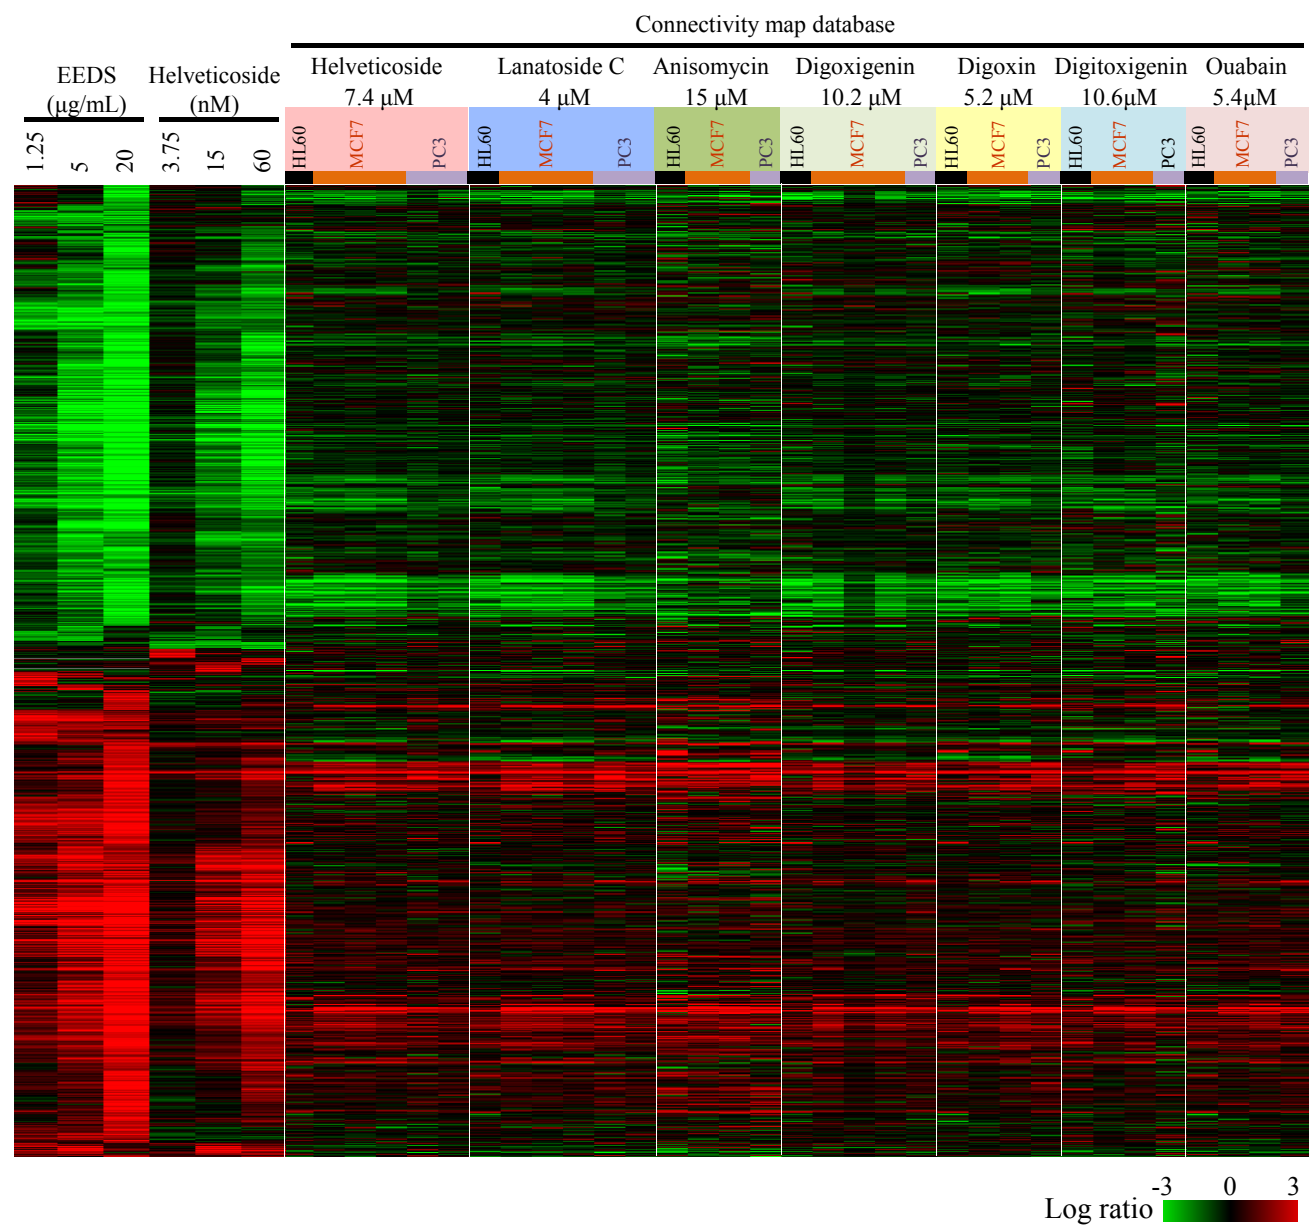

**Additional file 4. Comparison of gene expression profiles.** The gene expression profiles obtained with our EEDS and helveticoside experiments and for the seven top-ranked drugs selected from the connectivity map database were compared. For the seven top-ranked drugs, the cell line and drug concentration used in the experiment are indicated with different colors.

# Supplementary material for: Helveticoside is a biologically active component of the seed extract of Descurainia sophia and induces reciprocal gene regulation in A549 human lung cancer cells
**Source:** BMC Genomics. 2015 Sep 18;16(1):713. doi: 10.1186/s12864-015-1918-1
**Supplement:** Additional file 5: — Comparison of the dose-dependently regulated genes after treatment with helveticoside and EEDS.

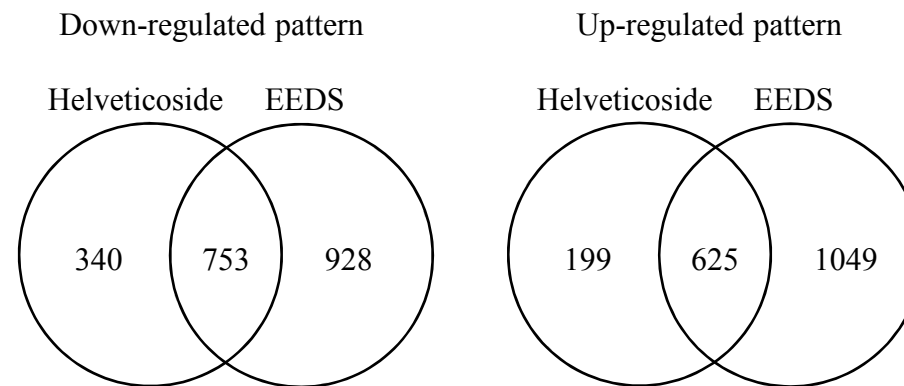

**Additional file 5. Comparison of the dose-dependently regulated genes after treatment with helveticoside and EEDS.**

# Supplementary material for: Helveticoside is a biologically active component of the seed extract of Descurainia sophia and induces reciprocal gene regulation in A549 human lung cancer cells
**Source:** BMC Genomics. 2015 Sep 18;16(1):713. doi: 10.1186/s12864-015-1918-1
**Supplement:** Additional file 7: — Enriched GO terms in the up-regulated pattern after treatment of A549 cells with helveticoside. (A) The network structure was constructed with non-redundant GO terms that were enriched in the up-regulated pattern (FDR < 0.01) after helveticoside treatment using the REIVGO program. The node color indicates the statistical significance, and the node size is proportional to the frequency of the GO term in the underlying GOA database. Highly correlated GO terms are linked by edges, the thickness of which indicates the degree of similarity. (B) Tree map structures composed of non-redundant GO terms (FDR < 0.01) enriched in the up-regulated pattern after helveticoside treatment were constructed. In the tree structures, closely related terms share the same color. The size of each GO term is proportional to its level of statistical significance.

A

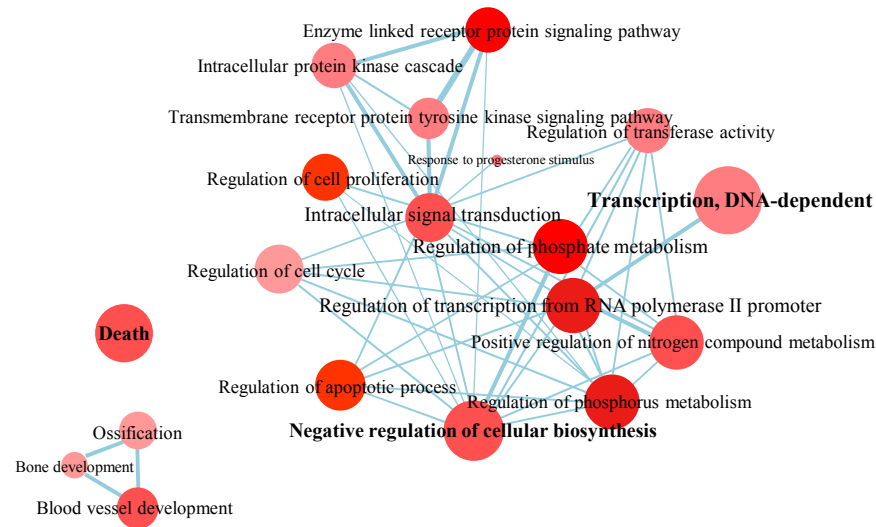

B

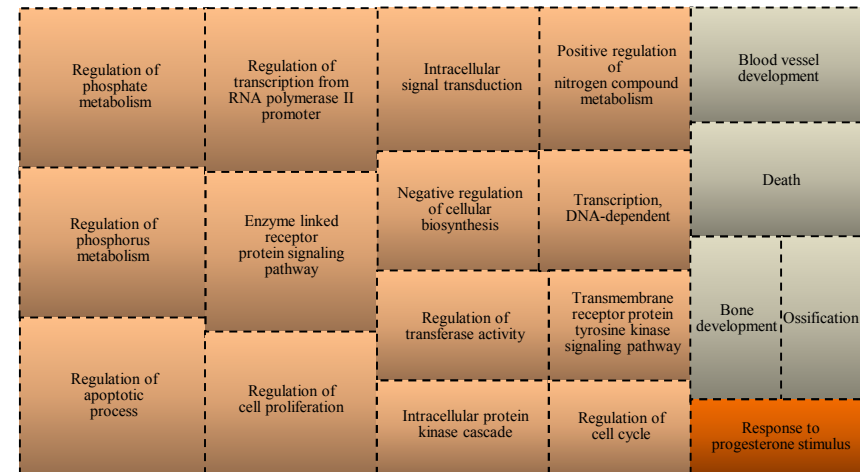

**Additional file 7. Enriched GO terms in the up-regulated pattern after treatment of A549 cells with helveticoside.** (A) The network of the non-redundant GO terms that were enriched in the up-regulated pattern ( $FDR < 0.01$ ) after helveticoside treatment was constructed using the REIVGO program. The node color indicates the statistical significance, and the node size is proportional to the frequency of the GO term in the underlying GOA database. Highly correlated GO terms are linked by edges, the thickness of which indicates the degree of similarity. (B) Tree map structures composed of non-redundant GO terms ( $FDR < 0.01$ ) enriched in the up-regulated pattern after helveticoside treatment were constructed. In the tree structures, closely related terms share the same color. The size of each GO term is proportional to its level of statistical significance.

# Supplementary material for: Helveticoside is a biologically active component of the seed extract of Descurainia sophia and induces reciprocal gene regulation in A549 human lung cancer cells
**Source:** BMC Genomics. 2015 Sep 18;16(1):713. doi: 10.1186/s12864-015-1918-1
**Supplement:** Additional file 9: — Distribution of enriched GO terms (FDR < 0.01) across all of the samples, including our EEDS and helveticoside experiments and the 15 top-ranked drugs from the Connectivity map database.

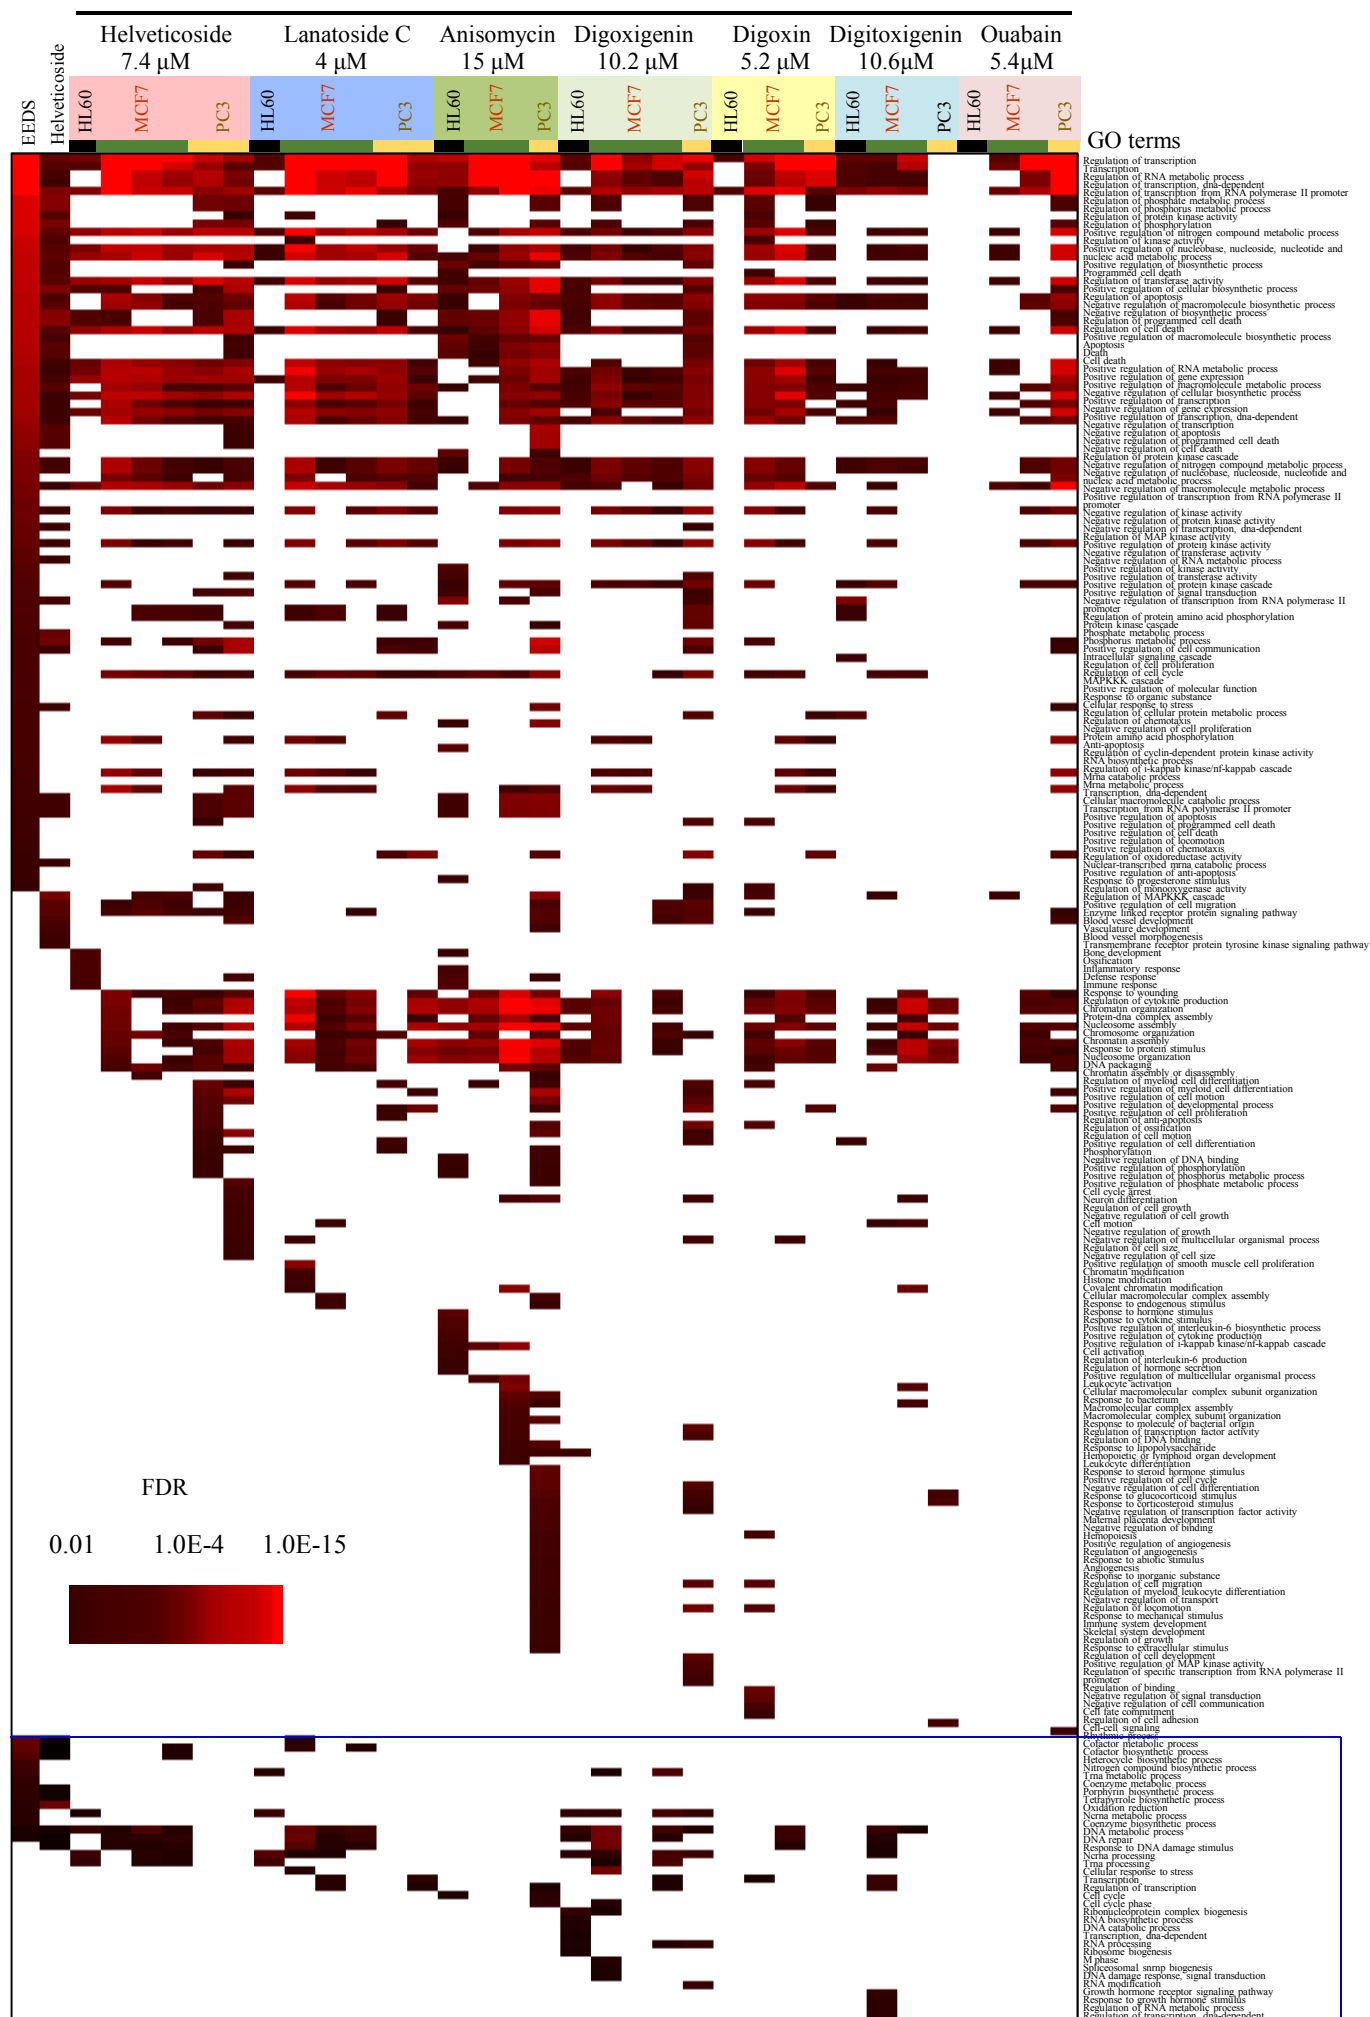

**Additional file 9. Distribution of enriched GO terms (FDR<0.01) across all of the samples, including our EEDS and helveticoside experiments and the 15 top-ranked drugs from the Connectivity map database**

# Supplementary material for: Helveticoside is a biologically active component of the seed extract of Descurainia sophia and induces reciprocal gene regulation in A549 human lung cancer cells
**Source:** BMC Genomics. 2015 Sep 18;16(1):713. doi: 10.1186/s12864-015-1918-1
**Supplement:** Additional file 11: — Full list of significantly enriched GO terms determined through Network Ontology Analysis (NOA).

**Additional file 11.** Full list of significantly enriched GO terms determined through network ontology analysis (NOA).

| GO term    |                                                                                              | p-value  | Corrected p-value |
|------------|----------------------------------------------------------------------------------------------|----------|-------------------|
| GO:0006396 | RNA processing                                                                               | 1.90E-31 | 7.00E-29          |
| GO:0008380 | RNA splicing                                                                                 | 1.90E-31 | 7.00E-29          |
| GO:0006464 | Protein modification process                                                                 | 3.60E-21 | 1.30E-18          |
| GO:0019538 | Protein metabolic process                                                                    | 9.90E-21 | 3.50E-18          |
| GO:0016070 | RNA metabolic process                                                                        | 2.20E-19 | 8.10E-17          |
| GO:0044267 | Cellular protein metabolic process                                                           | 2.40E-19 | 8.60E-17          |
| GO:0043170 | Macromolecule metabolic process                                                              | 7.20E-16 | 2.50E-13          |
| GO:0044260 | Cellular macromolecule metabolic process                                                     | 5.40E-15 | 1.90E-12          |
| GO:0043412 | Macromolecule modification                                                                   | 9.10E-15 | 3.20E-12          |
| GO:0010628 | Positive regulation of gene expression                                                       | 2.20E-14 | 8.00E-12          |
| GO:0043687 | Post-translational protein modification                                                      | 5.60E-14 | 2.00E-11          |
| GO:0051252 | Regulation of RNA metabolic process                                                          | 4.70E-13 | 1.60E-10          |
| GO:0006355 | Regulation of transcription, DNA-dependent                                                   | 4.70E-13 | 1.60E-10          |
| GO:0006354 | RNA elongation                                                                               | 8.40E-13 | 3.00E-10          |
| GO:0006368 | RNA elongation from RNA polymerase II promoter                                               | 8.40E-13 | 3.00E-10          |
| GO:0090304 | Nucleic acid metabolic process                                                               | 1.60E-12 | 5.80E-10          |
| GO:0010604 | Positive regulation of macromolecule metabolic process                                       | 2.70E-12 | 9.90E-10          |
| GO:0044238 | Primary metabolic process                                                                    | 2.80E-12 | 1.00E-09          |
| GO:0045935 | Positive regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolic process | 3.30E-12 | 1.20E-09          |
| GO:0051173 | Positive regulation of nitrogen compound metabolic process                                   | 3.30E-12 | 1.20E-09          |
| GO:0016567 | Protein ubiquitination                                                                       | 7.70E-12 | 2.70E-09          |
| GO:0032446 | Protein modification by small protein conjugation                                            | 7.70E-12 | 2.70E-09          |
| GO:0070647 | Protein modification by small protein conjugation or removal                                 | 7.70E-12 | 2.70E-09          |
| GO:0010557 | Positive regulation of macromolecule biosynthetic process                                    | 8.60E-12 | 3.00E-09          |
| GO:0044237 | Cellular metabolic process                                                                   | 1.10E-11 | 4.20E-09          |
| GO:0006139 | Nucleobase, nucleoside, nucleotide and nucleic acid metabolic process                        | 2.00E-11 | 7.50E-09          |
| GO:0008152 | Metabolic process                                                                            | 2.80E-11 | 1.00E-08          |
| GO:0009893 | Positive regulation of metabolic process                                                     | 3.50E-11 | 1.20E-08          |
| GO:0031328 | Positive regulation of cellular biosynthetic process                                         | 5.00E-11 | 1.70E-08          |
| GO:0034641 | Cellular nitrogen compound metabolic process                                                 | 5.50E-11 | 1.90E-08          |
| GO:0006807 | Nitrogen compound metabolic process                                                          | 5.50E-11 | 1.90E-08          |
| GO:0009891 | Positive regulation of biosynthetic process                                                  | 1.10E-10 | 4.10E-08          |
| GO:0006357 | Regulation of transcription from RNA polymerase II promoter                                  | 1.60E-10 | 5.90E-08          |
| GO:0051246 | Regulation of protein metabolic process                                                      | 4.60E-10 | 1.60E-07          |
| GO:0031325 | Positive regulation of cellular metabolic process                                            | 5.80E-10 | 2.00E-07          |
| GO:0016071 | mRNA metabolic process                                                                       | 2.00E-09 | 7.30E-07          |
| GO:0006367 | Transcription initiation from RNA polymerase II promoter                                     | 2.00E-09 | 7.30E-07          |
| GO:0006397 | mRNA processing                                                                              | 2.00E-09 | 7.30E-07          |
| GO:0045595 | Regulation of cell differentiation                                                           | 7.40E-09 | 2.60E-06          |

| <b>GO term</b> |                                                                                     | <b>p-value</b> | <b>corrected p-value</b> |
|----------------|-------------------------------------------------------------------------------------|----------------|--------------------------|
| GO:0060255     | Regulation of macromolecule metabolic process                                       | 7.70E-09       | 2.70E-06                 |
| GO:0006352     | Transcription initiation                                                            | 1.30E-08       | 4.60E-06                 |
| GO:0031324     | Negative regulation of cellular metabolic process                                   | 1.70E-08       | 6.10E-06                 |
| GO:0045893     | Positive regulation of transcription, DNA-dependent                                 | 1.70E-08       | 6.10E-06                 |
| GO:0051254     | Positive regulation of RNA metabolic process                                        | 1.70E-08       | 6.10E-06                 |
| GO:0051603     | Proteolysis involved in cellular protein catabolic process                          | 1.70E-08       | 6.30E-06                 |
| GO:0006508     | Proteolysis                                                                         | 1.70E-08       | 6.30E-06                 |
| GO:0019219     | Regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolic process | 2.50E-08       | 9.00E-06                 |
| GO:0051171     | Regulation of nitrogen compound metabolic process                                   | 2.50E-08       | 9.00E-06                 |
| GO:0010468     | Regulation of gene expression                                                       | 2.50E-08       | 9.10E-06                 |
| GO:0080090     | Regulation of primary metabolic process                                             | 2.60E-08       | 9.60E-06                 |
| GO:0048523     | Negative regulation of cellular process                                             | 3.40E-08       | 1.20E-05                 |
| GO:0048519     | Negative regulation of biological process                                           | 4.70E-08       | 1.70E-05                 |
| GO:0010556     | Regulation of macromolecule biosynthetic process                                    | 6.40E-08       | 2.30E-05                 |
| GO:0050896     | Response to stimulus                                                                | 9.00E-08       | 3.20E-05                 |
| GO:0010605     | Negative regulation of macromolecule metabolic process                              | 1.50E-07       | 5.50E-05                 |
| GO:0009892     | Negative regulation of metabolic process                                            | 1.50E-07       | 5.50E-05                 |
| GO:0050793     | Regulation of developmental process                                                 | 2.20E-07       | 7.90E-05                 |
| GO:0045596     | Negative regulation of cell differentiation                                         | 3.30E-07       | 1.10E-04                 |
| GO:0007219     | Notch signaling pathway                                                             | 3.30E-07       | 1.20E-04                 |
| GO:0006954     | Inflammatory response                                                               | 3.60E-07       | 1.20E-04                 |
| GO:0019941     | Modification-dependent protein catabolic process                                    | 3.80E-07       | 1.30E-04                 |
| GO:0043632     | Modification-dependent macromolecule catabolic process                              | 3.80E-07       | 1.30E-04                 |
| GO:0006511     | Ubiquitin-dependent protein catabolic process                                       | 3.80E-07       | 1.30E-04                 |
| GO:0048518     | Positive regulation of biological process                                           | 3.80E-07       | 1.30E-04                 |
| GO:0048869     | Cellular developmental process                                                      | 5.10E-07       | 1.80E-04                 |
| GO:0019222     | Regulation of metabolic process                                                     | 8.10E-07       | 2.90E-04                 |
| GO:0031326     | Regulation of cellular biosynthetic process                                         | 8.30E-07       | 2.90E-04                 |
| GO:0006950     | Response to stress                                                                  | 8.70E-07       | 3.10E-04                 |
| GO:0048522     | Positive regulation of cellular process                                             | 1.20E-06       | 4.40E-04                 |
| GO:0009889     | Regulation of biosynthetic process                                                  | 1.80E-06       | 6.70E-04                 |
| GO:0031323     | Regulation of cellular metabolic process                                            | 2.50E-06       | 8.90E-04                 |

# Supplementary material for: Helveticoside is a biologically active component of the seed extract of Descurainia sophia and induces reciprocal gene regulation in A549 human lung cancer cells
**Source:** BMC Genomics. 2015 Sep 18;16(1):713. doi: 10.1186/s12864-015-1918-1
**Supplement:** Additional file 12: — Tree map structure of the GO terms enriched in each module of Fig. 7c . Closely related GO terms share the same color. The size of each GO term is proportional to its level of statistical significance.

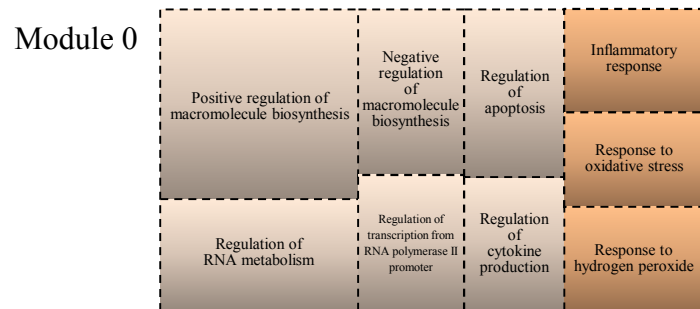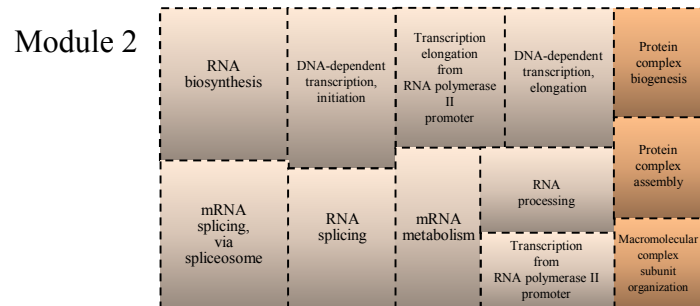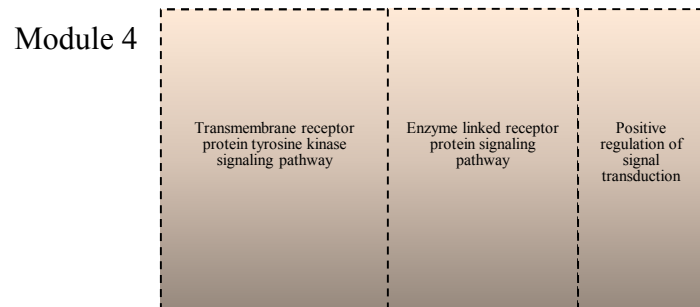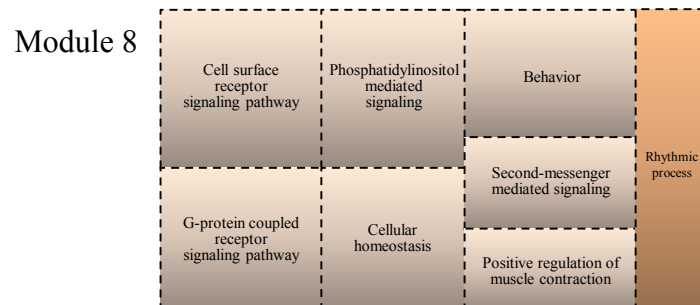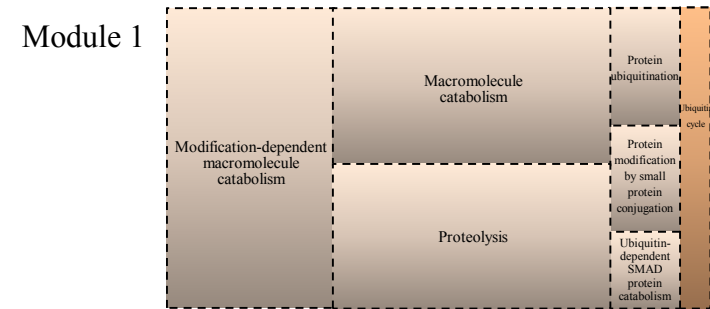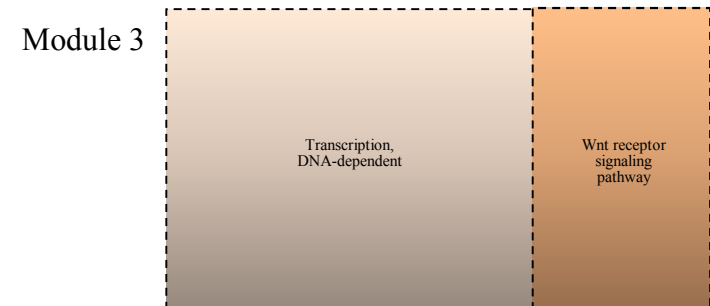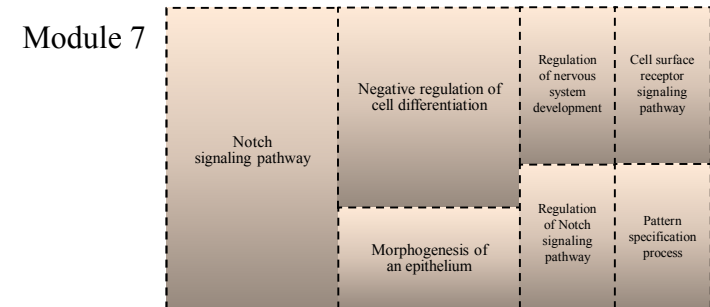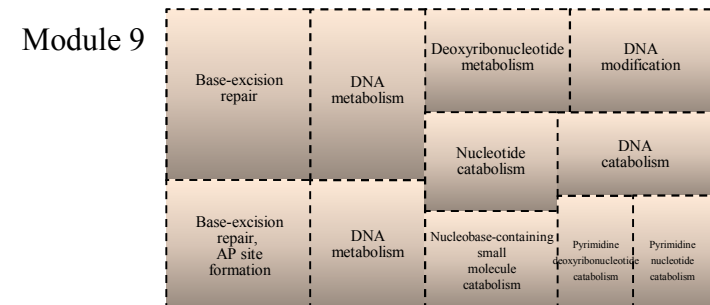

**Additional file 12. Tree map structure of the GO terms enriched in each module presented in Figure 7C.** Closely related GO terms share the same color. The size of each GO term is proportional to its level of statistical significance.

# Supplementary material for: Helveticoside is a biologically active component of the seed extract of Descurainia sophia and induces reciprocal gene regulation in A549 human lung cancer cells
**Source:** BMC Genomics. 2015 Sep 18;16(1):713. doi: 10.1186/s12864-015-1918-1
**Supplement:** Additional file 13: — Genes included in each module of network structure.

**Additional file 13. Genes included in each module of the network structure.**

---

<sup>1</sup>Modules were determined by implementing Reactome FI application as shown in Fig.7.

# Supplementary material for: Helveticoside is a biologically active component of the seed extract of Descurainia sophia and induces reciprocal gene regulation in A549 human lung cancer cells
**Source:** BMC Genomics. 2015 Sep 18;16(1):713. doi: 10.1186/s12864-015-1918-1
**Supplement:** Additional file 14: — Enrichment map analysis of the genes induced by helveticoside treatment in A549 cells. The network structure of the GO terms was constructed by implementing the Enrichment map plugin for Cytoscape. The simple GO enrichment results from 1,093 genes with the down-regulated pattern and 824 genes with the up-regulated pattern were used as input data. Each node represents a GO term sized proportionally to the number of genes encompassed by that GO term. The edge thickness signifies the closeness of the two nodes measured by their number of common genes. The representative biological functions for the groups of nodes are shown.

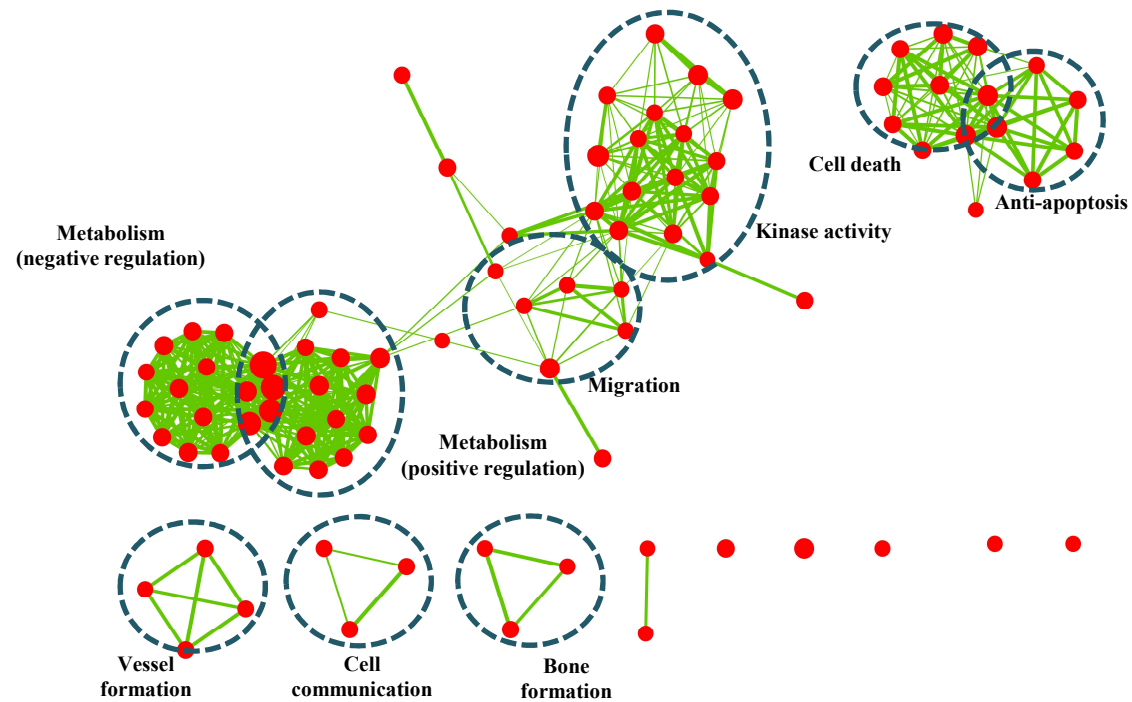

**Additional file 14. Enrichment map analysis of the genes induced by helveticoside treatment in A549 cells.** The network structure of the GO terms was constructed by implementing the Enrichment map plugin for Cytoscape. The simple GO enrichment results from 1,093 genes with the down-regulated pattern and 824 genes with the up-regulated pattern were used as input data. Each node represents a GO term sized proportionally to the number of genes encompassed by that GO term. The edge thickness signifies the closeness of the two nodes measured by their number of common genes. The representative biological functions for the groups of nodes are shown.

# Supplementary material for: Helveticoside is a biologically active component of the seed extract of Descurainia sophia and induces reciprocal gene regulation in A549 human lung cancer cells
**Source:** BMC Genomics. 2015 Sep 18;16(1):713. doi: 10.1186/s12864-015-1918-1
**Supplement:** Additional file 15: — Association of GO terms with the cancer-related genes in the Enrichment map. The association of GO terms with the cancer-related genes is shown, and the blue diamond in the center represents the cancer-related genes obtained from the DiseaseHub database. A yellow node indicates a GO term with cancer-related genes, and the thickness of the purple edge is proportional to the number of genes.

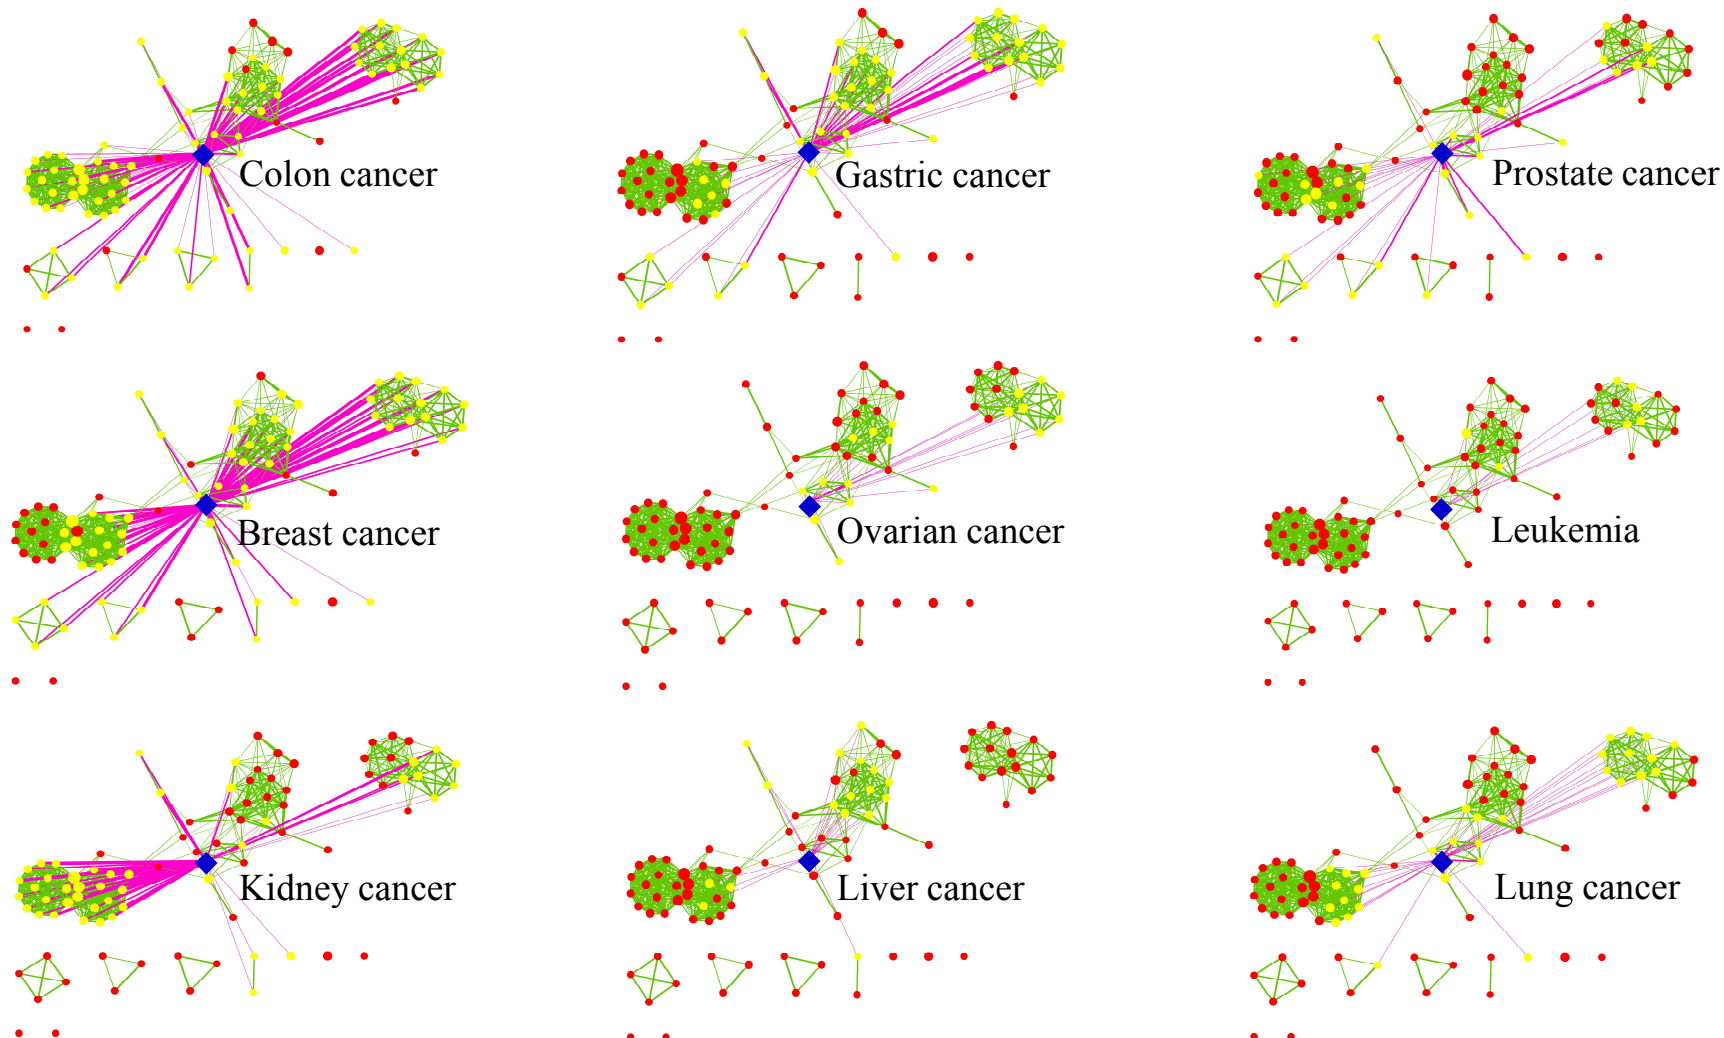

**Additional file 15. Association of GO terms with the cancer-related genes in the Enrichment map.** The association of GO terms with the cancer-related genes is shown, and the blue diamond in the center represents the cancer-related genes obtained from the DiseaseHub database. A yellow node indicates a GO term with cancer-related genes, and the thickness of the purple edge is proportional to the number of genes.

How the deposited data were processed for this re-analysis (not part of the article)

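Gene expression was measured in A549 cells on 8 one-colour Agilent whole human genome arrays in 2 series, each with a vehicle control and 3 doses of EEDS (1.25, 5 and 20 μg/mL) or of helveticoside (3.75, 15 and 60 nM). Each array held RNA pooled from 3 cultures and each dose had 1 array, so no replicate error could be had and no p-value is given for a single dose. The paper gives 24 h of exposure for the arrays and the sample labels 48 h, and samples were mapped by agent and dose.

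For each array, the authors deposited the scanner software's intensity per spot: the median signal, the local background, a processed signal from which the software had subtracted the background, and its calls of outlier, saturated and well-above-background spots. The mean signal was not used here, and the median signal stood for it wherever a scanned signal was needed. The files carry no slide, scan or date information, so batches other than the series could not be examined. The authors also deposited a table of processed intensity values on a linear scale. From its values, it holds the median signal minus the local background, quantile-normalized within each series separately, with 2427 values left blank.

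For the main values, control spots and spots called outliers were left out, the processed signal was averaged over the spots of a probe, and the 8 arrays were quantile-normalized and put on the log2 scale. All spots of 22 probes were outliers, and these probes were left out. Probes were matched to gene names of GRCh38.p14, and for 4801 genes with more than 1 probe the probe with the highest mean signal was used. A gene was kept in a series when its probe had a median signal of at least 1.4 times the local background on at least 1 of the 4 arrays, which kept 19043 genes for EEDS and 19053 for helveticoside. A value under this limit was set to the higher of itself and the lowest detected signal of its array. For the genes named in the text, a bound replaces the ratio wherever the treated or the control array was not well above background. Counts, correlations and list means use the ratios of all genes kept, dim ones included, unless stated otherwise.

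Counts over 2-fold and 4-fold compare each treated array with its own vehicle control. The dose-dependent patterns took a Pearson r of at least 0.7 with the dose step and a 2-fold change at the top dose. Shares have 95% Wilson intervals. Dose trends were fitted with limma 3.58.1 (statmod 1.5.0, R 4.3.3; trend and robust estimation on) over the 8 arrays with an intercept and a slope per series and 4 residual degrees of freedom, and the difference of the slopes was tested in the same fit. An adjusted p is from the Benjamini-Hochberg procedure with a threshold of 0.05. On simulated data with 200 changed genes among 19043, the fit called 83 genes, of which 79 were changed and 4 were not. It found 60% of slopes of 1 per step and 19% of slopes of 0.5, and none of the calls had the wrong sign. The simulated noise was independent between genes and arrays, about exactly linear slopes in the helveticoside series only. Deviations shared by the genes of an array and curved responses were left out, so the simulation does not give the share of false calls on the real arrays. The other values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

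The 36 gene lists were written by hand or taken by symbol patterns before the data were examined, as were the choice of tests and the alternatives except where stated. They cover metabolic classes (glycolysis, pentose phosphate pathway, fatty acid oxidation, citrate cycle, glutathione metabolism, valine, leucine and isoleucine degradation, cholesterol biosynthesis, oxidative phosphorylation, DNA replication, base excision repair, mismatch repair and homologous recombination, purine synthesis and oxidoreductase families), signaling classes (mitotic cell cycle, AP-1 and immediate early genes, MAP kinase phosphatases, NF-kappa B, cytokines and receptors, TGF-beta and BMP, circadian clock, apoptosis, p53, MAP kinases and Notch) and other classes (heat shock proteins, ATF4, hypoxia, aryl hydrocarbon receptor, NRF2, sodium pump, ribosomal proteins, housekeeping genes, zinc fingers, histones and olfactory receptors). Lists share some members. Each was tested on the slopes with camera at an inter-gene correlation of 0.01, with an estimated correlation and with fry, adjusted over lists and agents, and its mean was placed among those of 10000 random lists of the same size matched on mean expression. The modules of Additional file 13 were tested in the same way.

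The genes named are, for each agent, the 5 with the largest rise and the 5 with the largest fall at the top dose within its patterns among genes detected on both arrays, the first 5 of each direction in Additional files 1 and 2, the gene with the most links in each module, and members of the lists. The values of some list members are not reported here. Because nearly all probes passed the limit of 1.4 times the background, the 5 largest rises and falls among genes well above background on both arrays were named as well, a choice made after the data were seen.

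The alternatives were the signal as scanned, normexp correction with an offset of 50, scaling to the 75th percentile, detection on all 4 arrays of a series, no filter, the well-above-background call as the filter, the mean over a gene's probes, the authors' processed values, the other series' vehicle control, other pattern rules (strictly monotone, r of at least 0.9, 1.5-fold, 3-fold and 50 model profiles with at most 2 units per step), a linear dose scale (1, 4 and 16), limma without trend and robust estimation, a fit of each series alone, fits without a dose, and the median of a list. Under the 75th percentile scaling, list means are relative to the median of all genes. A restriction to genes well above background on all 8 arrays was added after seeing the data. A log2 ratio was taken to differ between settings when it moved by more than the 68th percentile of the absolute differences between both controls, a count when it moved by more than 1.5 times, and a correlation when it moved by more than 0.1.

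The Connectivity map, GO, KEGG, SPIA, NOA and disease analyses, the STEM program, the chromatography and the viability assays were not analysed here.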

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

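The tests of explanations for the 3 lists in this part were chosen only after the differences were seen.

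The rise of 3 gene lists with dose differed between the agents by camera on the helveticoside slope minus the EEDS slope, adjusted over 36 lists. For AP-1 and immediate early genes the adjusted p was 3.54e-05: the mean slope was 1.18 log2 units per dose step with EEDS and 0.74 with helveticoside, and 25 of 27 members had the larger slope with EEDS. At the lowest dose, however, the mean was lower with EEDS (0.51) than with helveticoside (0.66). For NF-kappa B members and targets the adjusted p was 0.000365, with mean slopes of 0.89 and 0.63 and the larger slope with EEDS in 21 of 23 members. For replication-dependent histones the adjusted p was 0.0020, with mean slopes of 0.24 and 0.13 and the larger slope with EEDS in 60 of 66 members. The histone means were -0.30, 0.05 and 0.67 at the rising doses of EEDS and -0.01, 0.22 and 0.37 at those of helveticoside. By limma, 0 members of these lists differed at the adjusted threshold, and 1 member, of the NF-kappa B list, had an unadjusted p under 0.05.

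These calls depend on the preset inter-gene correlation. Over 14 alternatives the direction was the same, but the adjusted p ranged from 2.02e-09 to 0.996 for AP-1 and immediate early genes (12 past the threshold), from 2.09e-07 to 0.996 for NF-kappa B (12 past) and from 1.31e-09 to 0.996 for histones (11 past). Among the 14, limma without trend and robust estimation leaves camera unchanged by construction, so its passing shows nothing. With the estimated correlation the adjusted p was 0.996 and by fry 0.990 for each list. For histones it was 0.0731 without the lowest dose of each series.

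The tables argue against 1 technical explanation as the whole cause, a larger response to EEDS of all changed genes. The excess of the EEDS slope was larger than in 100.0% of random lists drawn from the 100 genes nearest in mean slope for AP-1 and immediate early genes, in 99.9% (99.91) for NF-kappa B and in 99.9% (99.94) for histones. For AP-1 and immediate early genes the matching was incomplete, since the mean slope of the drawn genes minus that of the list was -0.16. The percentages describe these arrays only.

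Further technical explanations stay open. Background left in the helveticoside arrays could lower the slopes of dim genes. Over members well above background on all 8 arrays, the difference had a camera p of 6.5e-05 for AP-1 and immediate early genes, 0.0032 for NF-kappa B and 6.17e-05 for histones, but with the estimated correlation the p was 0.269, 0.167 and 0.458. The vehicle controls could also differ. In slopes over the 3 treated doses alone, the camera p was 1.72e-06, 0.802 and 5.41e-17, so that the NF-kappa B difference was not seen without the controls, and these tests rest on the same preset correlation. Agent and series cannot be told apart, since each agent had its own arrays and control. By the paper's IC50s for cell growth, the middle dose lay above the IC50 with EEDS and below it with helveticoside. The dose steps of the agents were thus not equal in growth inhibition. Whether this unequal potency accounts for the larger slopes with EEDS was not tested and stays open, as do further active compounds in the extract.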

How the results depend on the processing

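The alternatives were set before the data were examined, and each changed 1 choice. No paired analysis was possible because each condition had 1 array and the series share no cultures. The correlation with the values listed in Additional files 1 and 2 and the share with the same sign moved under none of 9 alternatives (Pearson's r from 0.974 to 0.994 and from 0.924 to 0.991). Both measures are insensitive, because the listed genes were chosen from these arrays as risen or fallen. Of the 554 genes of Additional file 1, 336 were over 4-fold with the signal as scanned and 532 with the authors' processed values. For the changes below, the cause was not tested unless stated.

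With the signal as scanned, no background subtracted, 4193 genes were over 2-fold in at least 1 treated array, 286 and 321 genes over 4-fold higher and lower with EEDS and 172 and 237 with helveticoside. The patterns held 1137 up-regulated and 1366 down-regulated genes for helveticoside and 1502 and 1729 for EEDS, with shares of 81.2% and 83.1%, the correlation at the top dose was 0.891, and the controls differed over 2-fold in 409 genes with an SD of 0.38. With normexp the values were 4291; 294 and 328; 181 and 245; 1157 and 1394; 1528 and 1750; 80.7% and 82.8%; 0.886; 428 and 0.39. Adding an intensity to both arrays shrinks the ratios of dim genes by construction.

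With the 75th percentile scaling, 1314 genes were over 4-fold lower with EEDS, the shares were 74.6% and 82.5%, and 4856 genes differed between the controls. The median log2 ratio of all genes moved to -0.19, -0.21 and -0.36 with EEDS and to 0.14, -0.12 and -0.18 with helveticoside, and the lists are given relative to it. Oxidative phosphorylation with helveticoside (0.38) reversed to a rise past the threshold, and the fall of cholesterol biosynthesis with EEDS was gone (0.0051, of the other sign but near 0). By camera, 3 of 10 metabolic lists with helveticoside and 2 of 8 with EEDS stayed past the threshold under this scaling, while all 8 signaling lists did with either agent.

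With the well-above-background call as the filter, which tests fewer genes, 322 and 421 genes were over 4-fold higher and lower with helveticoside, the shares were 83.3% and 82.7%, the correlation at the top dose was 0.910 and 803 genes differed between the controls. With the authors' processed values, the helveticoside numbers were 158 and 188 genes over 4-fold and 1023 and 1227 pattern genes, the shares 81.0% and 91.4%, and 4603 genes had an EEDS trend. Between the controls, 7166 genes differed with an SD of 1.10, since these values were normalized within each series only. The mean over a gene's probes gave a share of 74.5% for the down-regulated pattern.

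With the other series' vehicle control, 955 genes were over 4-fold higher with EEDS, the shares were 44.4% and 49.2%, and the correlation was 0.431 at the top dose and reversed at the lowest dose (Pearson -0.290, Spearman -0.245). Here the difference between the controls enters both ratios with opposite signs by construction.

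The pattern rule moved the counts of up-regulated and down-regulated genes. The strictly monotone rule gave 1127 and 1295 for helveticoside and 1563 and 1658 for EEDS, with a share of 67.2% for the down-regulated pattern. The 1.5-fold rule gave 3354 and 3414, 3843 and 3972, and shares of 72.3% and 80.0%. The 3-fold rule gave 818 and 1155, 1054 and 1351, and 65.0% and 71.2%. The r of at least 0.9 gave 1557 EEDS up-regulated genes and a share of 72.1% for the down-regulated pattern. The 50 model profiles moved none of these.

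The limma calls were the least stable. On the linear dose scale 788 genes had a helveticoside trend and 3 a difference between the agents. With only the 4 arrays of a series there were 0 calls for either agent (4935 genes for helveticoside and 5338 for EEDS at an unadjusted p under 0.05), where the residual degrees of freedom fall to 2. Leave-one-out fits, without the middle or the lowest dose, gave 0 to 0 calls for both, with 4554 and 4569 genes for helveticoside and 5263 and 5399 for EEDS at an unadjusted p under 0.05. With the estimated inter-gene correlation, 0 lists and 0 modules were past the threshold with helveticoside, and with fry 9 modules were.

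Of the mean log2 ratios of lists under all alternatives, 763 stayed on their side of the threshold or, where no test was run, within the difference between the controls, 71 were no longer past it, 25 came past it, 3 moved and 2 reversed. Among the 763 values, 23 had the other sign, all of lists not past the threshold. Of those of modules, the numbers were 222, 13, 15, 14 and 0, and 10 of the 222 and 2 of the 14 had the other sign. Of the named genes, 581 values stayed within the difference between the controls and 211 moved. Of the correlations, 31 stayed, 12 moved and 2 reversed, as given above. Signal over background limits the dim genes: 1326 of the genes over 2-fold between the controls were not well above background on at least 1 of both arrays.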

Differences from the paper's values

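Of the alternatives set before the data were examined, 9 apply to counts and log2 ratios and 14 to the patterns. The paper's counts over 4-fold are of genes used to query the Connectivity map. It does not state that they are all genes over 4-fold. KAT14 (-6.30), HLA-DMB (-5.92) and CLDN2 (-4.33) fell by more at 20 μg/mL EEDS but are absent from Additional file 1. The counts over 4-fold below may therefore not be of the same quantity as the paper's.

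At 20 μg/mL EEDS, 634 genes were more than 4-fold higher, against the paper's 275 in its results and 293 in its discussion. The values come within the paper's under the signal as scanned (286) and normexp (294), and not under the 75th percentile scaling, detection on all 4 arrays, no filter, the well-above-background call, the mean over probes, the authors' processed values or the other series' control. More than 4-fold lower were 833 genes, against the paper's 193 in its results, which no alternative reaches, and 275 in its discussion, which the signal as scanned (321) and normexp (328) reach and the other 7 do not.

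At 60 nM helveticoside, 496 genes were more than 4-fold higher, against the paper's 126. The signal as scanned, normexp and the authors' processed values (158) come within it, and the other 6 alternatives do not. More than 4-fold lower were 726 genes, against the paper's 151, which only the authors' processed values (188) reach and the other 8 do not.

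The helveticoside up-regulated pattern held 1883 genes, against the paper's 824. The signal as scanned, normexp, the authors' processed values, the strictly monotone rule and the 3-fold rule come within it. The 75th percentile scaling, detection on all 4 arrays, no filter, the well-above-background call, the mean over probes, the other series' control, r of at least 0.9, the 1.5-fold rule and the model profiles do not. The down-regulated pattern held 2268 genes, against the paper's 1093, which the same alternatives and r of at least 0.9 reach, and the others do not.

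The following log2 ratios at 60 nM helveticoside differ, with the paper's value in parentheses: EGR1 7.68 (paper 6.28), FOSB 5.13 (paper 3.51), KAT14 -5.18 (paper -3.90), HOXB13 -4.67 (paper -3.09), CLDN2 -5.14 (paper -4.41), GPRIN2 -4.71 (paper -3.52), HLA-DMB -4.35 (paper -3.59), SCARA5 -4.44 (paper -3.62), RIMBP3 -4.29 (paper -2.86), MAFF 4.44 (paper 3.67) and CDH1 -2.71 (paper -1.81). As bounds, CXCL8 was at least 5.76 (paper 4.02), NOG at least 4.01 (paper 2.87), C11orf96 at least 4.73 (paper 3.24), DACT2 at most -3.31 (paper -2.57), BAAT at most -4.05 (paper -3.39), C3orf18 at most -3.83 (paper -2.94), LIAT1 at most -3.35 (paper -2.38), CBR3 at most -3.80 (paper -2.55), SLC33A2 at most -4.85 (paper -3.86), ST6GAL1 at most -4.13 (paper -2.64) and SALL2 at most -4.57 (paper -2.93). For each of these genes the signal as scanned, normexp and the authors' processed values come within the paper's value, and the other 6 alternatives do not. PPP1R15A had 4.52 (paper 3.70), which these 3 and the other series' control reach and the other 5 do not. SMURF2 had at least 1.74 (paper 1.07) and GNAQ 1.61 (paper 1.05), which these 3, the 75th percentile scaling and the other series' control reach and the other 4 do not. TCF7L2 had 1.94 (paper 1.31), which these 5 and the mean over probes reach and the other 3 do not.

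BCAS1 had -4.40 at 20 μg/mL EEDS (paper -3.70), which the signal as scanned, normexp and the mean over probes reach and the other 6 do not, and -4.70 at 60 nM helveticoside (paper -2.67), which none of the 9 alternatives reach. TIPARP had 3.05 at 20 μg/mL EEDS (paper 2.00), which none of the 9 reach, and 2.37 at 60 nM helveticoside (paper 1.64), which the other series' control (2.05) reaches and the other 8 do not.

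ATF3 had 7.02 at 20 μg/mL EEDS (paper 5.60) and 5.40 at 60 nM helveticoside (paper 2.37), which none of the 9 alternatives reach. The mean over its probes, 4.86 and 3.56, lies on the other side of the paper's value with EEDS and nearer to it with helveticoside, and includes a probe that was not well above background on all of the control and top-dose arrays. The other probes, compared after the data were seen, gave 7.02, 4.56 and 0.92 with EEDS and 5.40, 2.59 and 0.21 with helveticoside. The 2.59 is within the paper's value, and the 4.56 of the same probe is not.

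The paper gives a larger share of helveticoside pattern genes responding to EEDS in the up-regulated than in the down-regulated pattern. Here the share was 70.0% in the up-regulated and 76.9% in the down-regulated pattern. Of the 14 alternatives, the well-above-background call (83.3% and 82.7%) and the strictly monotone rule (68.1% and 67.2%) give the paper's order. The signal as scanned, normexp, the 75th percentile scaling, detection on all 4 arrays, no filter, the mean over probes, the authors' processed values, the other series' control, r of at least 0.9, the 1.5-fold rule, the 3-fold rule and the model profiles do not.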

Other observations

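Among the tests in this part, those of the order of the doses in the patterns, of the background left in the helveticoside arrays and of dim genes between the controls were chosen only after the results were seen. The draw of dose orders for limma was repeated after its first result so that an order and its reverse count once.

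Other orders of the doses within the series gave as many limma calls as the real order in 1 of 100 draws for helveticoside and 1 of 100 for EEDS, the real order included. In 91 draws with another order of a series, the most calls for it were 0. In the 9 draws with a series' real order, the real order of both series included, calls ran from 0 to 2151 for helveticoside and from 0 to 2878 for EEDS. A new order of the other series alone thus brought the calls to 0, because both series share the residual error, so this draw does not test a series' own order, and chance stays open. For the patterns, only the real order, 1 of 12 for each agent, gave as many genes: 4151 for helveticoside (highest other order 3640, median 1244.5) and 4987 for EEDS (3933 and 978.5). With 12 orders, this test cannot exclude chance. The series share no array, however. Of the helveticoside down-regulated and up-regulated patterns, 76.9% and 70.0% were in the same EEDS pattern. Among all genes compared, 13.9% and 12.4% were in these EEDS patterns. With the other series' vehicle control, the shares were 49.2% and 44.4%, and those of all genes 15.2% and 15.4%. These values argue against chance alone for the genes in the patterns of both agents. They do not test the order of the doses.

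In the authors' processed values, more genes were over 2-fold with EEDS than with helveticoside, and most so among dim genes. With the genes split by brightness into 3 groups of 6351, the ratio of the numbers was 5.76 in the dimmest, 2.34 in the middle and 1.44 in the brightest group, a quotient of 4.01 between dimmest and brightest. It was 1.07, 1.12 and 1.35 in the values used here. Background left in the helveticoside arrays by the authors' processing could account for this pattern. No biological explanation was tested.

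Of the genes over 2-fold between the vehicle controls, 66.9% were not well above background on at least 1 of both arrays, against 35.0% of all genes. This is under the 2-fold excess set for noise of dim probes as the cause, which stays open, as does a difference between the series. Of the genes at an unadjusted p under 0.05 for a difference between the agents, 100.0% had slopes over the treated doses that differed in the same direction. Since these slopes are part of the fit that chose the genes, this decides nothing, and a difference between the controls stays open.

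Cytosolic heat shock proteins fell with helveticoside by a mean log2 ratio of 0.39, 1.26 and 1.16 at the rising doses (14 of 19 lower, camera adjusted p = 0.000479, fry 0.147, estimated correlation 0.476). HSPA8 fell most. Without HSPA8 the list also fell (0.000361 by limma's camera, not adjusted), as a loss of heat shock factor 1 activity would require. This may be such a loss, but the fall does not hold by fry. ATF4 and unfolded protein response genes had a mean of -0.0038, 1.01 and 0.79, with 15 of 22 higher. Limma's camera gave 0.0403 before adjustment, as a general stress response through ATF4 would require, but the adjusted p was 0.0644, that by fry 0.108 and that with the estimated correlation 0.468. The ATF4 list came past the threshold with both agents under the 75th percentile scaling. With helveticoside it also did with the authors' processed values, but under no other alternative.

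Other aryl hydrocarbon receptor targets did not rise more with EEDS (0.863 by camera on the difference before adjustment, adjusted p = 0.990), while TIPARP rose by 3.05 with EEDS and 2.37 with helveticoside and CYP1A1 was at least 14.5-fold and 1.70-fold higher. As a pair they were past the threshold with EEDS (camera adjusted p = 0.0169) and not with helveticoside (0.0988), and the difference was not past it (adjusted p = 0.0640). Both genes are in Additional file 1 as rising with EEDS on these same arrays, so the EEDS result of the pair is not independent evidence. These tests use signals of CYP1A1 that were not well above background, so no mean of the pair is given. The other targets had means of -0.18 and -0.33 at the top doses (adjusted p of 0.342 and 0.320), and with EEDS the mean rose under the 75th percentile scaling. Aryl hydrocarbon receptor ligands in the extract stay open. NRF2 targets fell with both agents (means of -0.67 and -0.68, 18 and 17 of 21 lower, camera adjusted p of 0.000677 and 0.000617, fry 0.0039 and 0.0041), although not past the threshold by camera with either agent under the 75th percentile scaling. The slopes did not differ past the threshold (0.966 by camera before adjustment, adjusted p = 0.992), which leaves open electrophiles of the extract acting on NRF2.

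Sodium pump subunits had a mean of 0.36 at 60 nM helveticoside (9 of 10 higher, 0.0626 by camera before adjustment, adjusted p = 0.0958), and a compensating rise of these transcripts stays open. Mitotic cell cycle genes did not fall with helveticoside (direction up, 0.312 by camera before adjustment, adjusted p = 0.350), and fewer dividing cells behind the fall of the metabolic lists stays open, since transcript levels do not count cells. With EEDS these lists had means of 0.22 and 0.46 (adjusted p of 0.241 and 0.0774). The mitotic list came past the threshold as a rise with both agents under the 75th percentile scaling and on the linear dose scale. With EEDS it also did with the signal as scanned, with normexp and without the middle dose. Sodium pump subunits came past it with helveticoside under the signal as scanned and the authors' processed values.

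For the remaining lists, values are given for EEDS and then helveticoside at the top dose. Replication-dependent histones had means of 0.67 and 0.37 (60 and 53 of 66 higher, camera adjusted p of 1.02e-06 and 0.0011, fry 0.0887 and 0.263). Hypoxia-inducible factor targets had 0.23 and 0.25 (adjusted p of 0.320 and 0.245), cytosolic ribosomal proteins 0.05 and 0.06 (0.244 and 0.104), and housekeeping structural genes 0.13 and 0.13 (0.259 and 0.238). With helveticoside these 3 means changed sign against the other series' control, and with EEDS the ribosomal mean changed sign with the mean over a gene's probes. KRAB-type zinc finger symbols had 0.09 and -0.11 (0.343 and 0.681) and olfactory receptors 0.07 and 0.15 (0.287 and 0.344). The olfactory receptor mean with EEDS changed sign under the 75th percentile scaling and against the other series' control. Under the 75th percentile scaling, ribosomal proteins, housekeeping genes and olfactory receptors came past the threshold by camera with helveticoside. Olfactory receptors also did with the well-above-background filter.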
